# Molecular Atlas of Postnatal Mouse Heart Development

**DOI:** 10.1161/JAHA.118.010378

**Published:** 2018-10-14

**Authors:** Virpi Talman, Jaakko Teppo, Päivi Pöhö, Parisa Movahedi, Anu Vaikkinen, S. Tuuli Karhu, Kajetan Trošt, Tommi Suvitaival, Jukka Heikkonen, Tapio Pahikkala, Tapio Kotiaho, Risto Kostiainen, Markku Varjosalo, Heikki Ruskoaho

**Keywords:** heart development, heart regeneration, metabolomics, neonatal mouse cardiomyocyte, proteomics, transcriptomics, Developmental biology, Metabolism, Myocardial Regeneration, Physiology, Proteomics

## Abstract

**Background:**

The molecular mechanisms mediating postnatal loss of cardiac regeneration in mammals are not fully understood. We aimed to provide an integrated resource of mRNA, protein, and metabolite changes in the neonatal heart for identification of metabolism‐related mechanisms associated with cardiac regeneration.

**Methods and Results:**

Mouse ventricular tissue samples taken on postnatal day 1 (P01), P04, P09, and P23 were analyzed with RNA sequencing and global proteomics and metabolomics. Gene ontology analysis, KEGG pathway analysis, and fuzzy c‐means clustering were used to identify up‐ or downregulated biological processes and metabolic pathways on all 3 levels, and Ingenuity pathway analysis (Qiagen) was used to identify upstream regulators. Differential expression was observed for 8547 mRNAs and for 1199 of 2285 quantified proteins. Furthermore, 151 metabolites with significant changes were identified. Differentially regulated metabolic pathways include branched chain amino acid degradation (upregulated at P23), fatty acid metabolism (upregulated at P04 and P09; downregulated at P23) as well as the HMGCS (HMG‐CoA [hydroxymethylglutaryl‐coenzyme A] synthase)–mediated mevalonate pathway and ketogenesis (transiently activated). Pharmacological inhibition of HMGCS in primary neonatal cardiomyocytes reduced the percentage of BrdU‐positive cardiomyocytes, providing evidence that the mevalonate and ketogenesis routes may participate in regulating the cardiomyocyte cell cycle.

**Conclusions:**

This study is the first systems‐level resource combining data from genomewide transcriptomics with global quantitative proteomics and untargeted metabolomics analyses in the mouse heart throughout the early postnatal period. These integrated data of molecular changes associated with the loss of cardiac regeneration may open up new possibilities for the development of regenerative therapies.

**Clinical Perspective**

**What Is New?**

- This study is the first combining transcriptomics with untargeted proteomic and global metabolomic analyses over several time points in the early postnatal heart and, as such, provides an extensive resource of molecule abundance for future mechanistic studies.
- This report is the first showing temporal regulation of mevalonate and ketone body metabolism in the postnatal heart and identifies their potential roles in the regulation of neonatal cardiomyocyte cell cycle.

**What Are the Clinical Implications?**

- These integrated molecule‐level data may open up new possibilities for the development of regenerative therapies.
- The work highlights the importance of metabolic pathways as potential novel drug targets for cardioregenerative therapeutics.

## Introduction

Adult human hearts possess a negligible regenerative capacity; therefore, cell loss in response to myocardial infarction (MI) leads to scar formation, remodeling of the surrounding myocardium, progressive impairment of cardiac function, and eventually to heart failure (reviewed by Sutton and Sharpe^1^ and Talman and Ruskoaho^2^). Approximately only 0.5% to 1% of human cardiomyocytes are renewed annually through proliferation of existing cardiomyocytes.^3^, ^4^ This is insufficient for regeneration after MI, which can cause a loss of up to 25% (≈1 billion) of cardiomyocytes.^5^ The renewal rate is higher in infants and adolescents than in elderly people, indicating higher regenerative potential in children.^3^, ^6^ Remarkably, certain amphibians and fish as well as neonatal rodents can fully regenerate their hearts after an injury.^7^, ^8^, ^9^ This occurs predominantly through proliferation of remaining cardiomyocytes in the areas adjacent to the injury.^8^, ^10^ However, rodents lose this regenerative capacity within 7 days after birth because of cardiomyocyte cell cycle withdrawal,^8^ which is considered to represent a major hurdle for the development of regeneration‐inducing therapies.^11^, ^12^, ^13^ In line with cardiac regeneration in neonatal rodents, full functional recovery of a newborn baby with a massive MI suggests that humans possess a similar intrinsic capacity to regenerate their hearts at birth.^14^ Consequently, it is crucial to elucidate the molecular mechanisms mediating the postnatal loss of cardiac regeneration.

At birth, the resistance of pulmonary circulation drops dramatically because of the expansion of lung alveoli, causing an increase in systemic blood pressure and shunt closure. This in turn induces a steep increase in arterial blood oxygen content. Increased cardiac workload and altered metabolic environment induce a switch from anaerobic glycolysis, which is the main source of energy in the embryonic heart, to mitochondrial fatty acid β‐oxidation soon after birth.^15^ This switch is controlled by signaling that involves HIF1α (hypoxia‐inducible factor 1α) and HAND1 (heart and neural crest derivatives expressed 1).^16^ At birth, HAND1 expression is rapidly downregulated, allowing cardiomyocytes to shut down glycolysis and initiate lipid oxidation. Failure to downregulate HAND1 and thereby initiate lipid oxidation is fatal, emphasizing that oxidative metabolism is a prerequisite for sufficient energy production in the postnatal heart. Moreover, PPAR (peroxisome proliferator‐activated receptor) signaling plays an important role in activating lipid metabolism.^17^

The profound changes in the energy metabolism of cardiomyocytes are associated with alterations in mitochondria: the fetal‐type mitochondria undergo mitophagy and are replaced with mature adult‐type mitochondria in a Parkin‐dependent process to allow more efficient ATP production.^18^ Increased oxidative metabolism promotes reactive oxygen species production and thereby induces a DNA damage response, which is believed to contribute to cardiomyocyte cell cycle arrest.^19^ On a molecular level, endogenous mechanisms known to regulate cardiomyocyte proliferation include neuregulin‐ERBB2 (erb‐b2 receptor tyrosine kinase 2) signaling, the Hippo‐YAP (YY1 associated protein 1) pathway, and the transcription factor GATA4 (GATA binding protein 4), among others.^11^, ^20^, ^21^, ^22^ Moreover, even though metabolic pathways are controlled by the same signals that regulate cell proliferation,^23^ their significance in cardiac regeneration and cardiomyocyte proliferation is unknown.

In search of regenerative therapies, a number of studies have utilized transcriptomics to identify mechanisms regulating cardiac regeneration (for recent examples, see Natarajan et al,^24^ Quaife‐Ryan et al,^25^ and Kang et al^26^). However, proteomic and metabolomic changes have not been thoroughly investigated. In this article, we report the first integrated study combining genomewide RNA sequencing (RNAseq), global proteomics, and untargeted metabolomics to characterize in detail the metabolic changes occurring throughout the early postnatal heart development.

## Methods

The data, analytic methods, and study materials have been made available to other researchers for purposes of reproducing the results or replicating the procedure. Detailed methods are available in Data S1, and detailed protocols are available from the corresponding authors on reasonable request. The RNAseq data have been made publicly available at the National Center for Biotechnology Information gene expression and hybridization array data repository GEO.^27^ The proteomics raw data have been made available at the MassIVE repository.^28^ All other omics data are available in Appendices S1 through S5. The images and raw quantification data for cell viability and proliferation experiments are available from the corresponding authors on reasonable request.

The experimental design is summarized in Figure 1. Two separate sets of mouse (strain C57BL/6JOlaHsd, both sexes) ventricular tissue samples were used. Animal handling and all procedures were carried out in accordance with University of Helsinki institutional guidelines. Set 1 encompassed samples from postnatal day 1 (P01), P04, and P09, representing hearts with full regenerative capacity (P01), partial regenerative capacity (P04), and negligible regenerative capacity (P09), and was used for proteomics and metabolomics. To validate the results, a second set of samples was analyzed. In set 2, an additional sample group from 23‐day‐old mice (P23) was included to discriminate phenomena related to heart growth. The set 2 samples were subjected to transcriptomics using pooled samples (3 hearts per sample) and proteomics and metabolomics analyses (without pooling). The results from both sample sets are presented for proteomics and metabolomics, as the combination of both sample sets in metabolomics analyses using the linear mixed effects model produced more reliable results than either of the 2 sample sets alone. The methods and bioinformatics analyses are shown in Figure 1B. For transcriptomics analyses, statistically significant differential expression was defined as fold change >1.5 and q<0.01. For proteomics, metabolomics and bioinformatics analyses, q<0.01 with no fold change limit was considered statistically significant.

**Figure 1:**
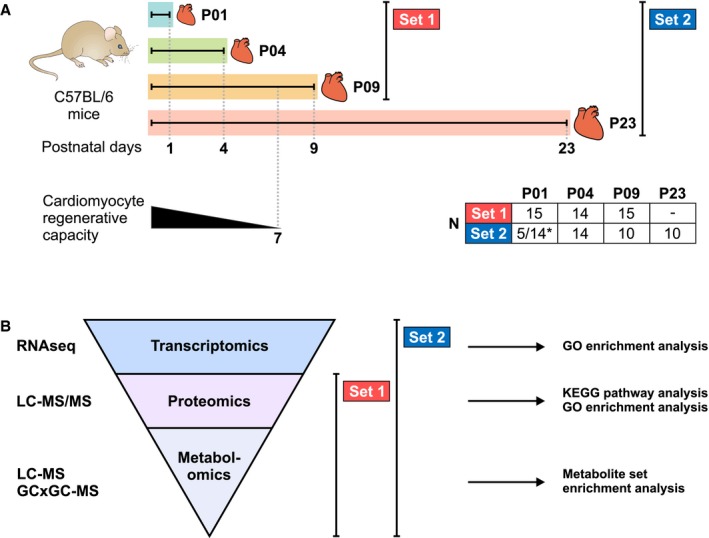
Experimental design for the multiomics analysis of postnatal mouse hearts. A, Two separate sets of mouse ventricular tissue samples collected on postnatal day 1 (P01), P04, P09, and P23 were used. The postnatal loss of cardiac regenerative capacity is illustrated for comparison, and numbers of animals in each sample group are presented in the table. *Total sample sizes are indicated for metabolomics (5) and proteomics (14). B, Analysis techniques and bioinformatics analyses used in the study. GCxGC‐MS, 2‐dimensional gas chromatography–mass spectrometry; GO, gene ontology; LC‐MS, liquid chromatography–mass spectrometry; LC‐MS/MS, liquid chromatography–tandem mass spectrometry; RNAseq, RNA sequencing.

## Results

### Transcriptomics

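The RNA came from the ventricles of C57BL/6JOlaHsd mice of both sexes, 3 hearts to a pool, at P01, P04, P09 and P23. The libraries were strand specific and depleted of ribosomal RNA, and the deposited table holds unnormalized read counts of 49671 genes. The aligner, the counting tool and the genome build behind it are not given in the sources used here. Total counts ranged from 1996809 to 12637867 a pool, with medians of 3292298 at P01, 5645840 at P04, 11070617 at P09 and 4533250 at P23. Genes encoded in the mitochondrial genome took 2.41% ± 0.526 of the counts at P01 (SD, n = 3 pools), 2.41% ± 0.0971 at P04, 3.93% ± 0.344 at P09 and 5.75% ± 0.996 at P23. Hemoglobin genes took 0.0306% ± 0.00577 at P01 and 0.116% ± 0.0205 at P23, and Ttn, which encodes the giant sarcomere protein titin, took 9% ± 0.224 at P01 and 9.39% ± 0.118 at P23. Protein-coding genes, with positions on GRCm38 from GENCODE release M21, were tested with edgeR in 1 quasi-likelihood fit over the 12 pools after TMM scaling, and 12628 genes passed the filter on low counts. A gene is called changed at the paper's thresholds, q under 0.01 and fold change over 1.5. Levels are in CPM after TMM scaling, and the standard error of a log2 fold change is its size divided by the root of the quasi-likelihood F. The biological coefficient of variation between pools was 5.93%. Counting intervals and lower bounds on folds cover counting error only. The comparisons, tests, thresholds, gene lists, the rule for the genes named and all alternatives but those said to be chosen later were set before the data were examined. Fold changes in the part of Appendix S1 held here could be seen by then. Of 57 hand-written gene lists, 47 with at least 5 genes tested were compared with the other genes by camera in each of 6 comparisons, with 0.01 as the limit on the adjusted p. With camera's preset correlation between genes of 0.01, 127 of 282 tests passed. With a correlation estimated from the data, 0 passed in camera, 98 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0278. With fry, which asks whether a list's genes move 1 way without comparing them with other genes, 200 passed.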

To analyze postnatal gene expression changes, RNAseq was carried out with ventricular tissue samples using 3 pooled samples from 9 hearts at each time point. Principal component analysis of RNAseq data showed clear grouping of samples and separation of sample groups (Figure S1). 

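Over the 12628 genes tested, pools of the same time point lay closer to each other than any 2 pools of different time points did. Euclidean distances on log2 CPM were 106 to 119 between P01 and P23 pools, 110 to 121 between P04 and P23, 73.2 to 87.3 between P09 and P23, and 55 to 57.2 between P01 and P04. Between pools of 1 time point they were 28.3 to 31.2 at P09 and 36.8 to 52.5 at P23. The smallest distance between time points was 1.05 times the largest within a time point (exact permutation test, p = 6.5e-05, the smallest that the possible groupings allow). With a prior count of 0.5 in place of 2 the ratio was 0.896 at the same p, so that this order of distances rests on the prior count. The first principal component held 64.3% of the variance and the second 10.8%. Among the P01 pools, replicate 2 stood apart in natriuretic peptide and stress genes. Nppa, which encodes atrial natriuretic peptide, had 2244 CPM in it and 279.9 and 322 CPM in replicates 1 and 3. Nppb, the B-type peptide gene, had 261 against 15.8 and 11.7 CPM, and the cardiac ankyrin repeat gene Ankrd1 had 1054 against 156 and 160.0 CPM.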

Figure 2A presents hierarchical clustering and a heat map of 1000 genes with most significant changes between P01 and P04. 

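Of the 1000 protein-coding genes with the smallest q between P01 and P04, 584 were higher and 416 lower at P04. Tuba8, which encodes an alpha-tubulin, rose from 4.12 ± 0.895 CPM at P01 to 25.2 ± 2.62 CPM at P04 (SD, n = 3 pools; edgeR q = 3.58e-17), and Hif3a, of the hypoxia-inducible factor family, fell by 3.24 on the log2 scale (standard error 0.224, edgeR q = 9.75e-14). Over all 4 time points, 402 of the genes had their highest mean at P04, 271 at P01, 231 at P23 and 96 at P09. The mean was lowest at P23 for 464 of them. In 434 genes the mean was higher at P04 than at both P01 and P09, while in 83 the mean rose and in 90 it fell at each step. The largest q among the 1000 was 0.000148, and 626 also passed the fold change threshold. Average-linkage clustering of the pools on these genes put the pools of each time point together when 4 clusters were taken, and the P23 pools against all others when 2 were taken. The genes were chosen on the difference between P01 and P04, so the separation of those pools is not independent evidence.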

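From P01 to P04, 624 genes were higher and 415 lower, which is 8.23% of the 12628 tested. All 30 genes of a mitosis list and 30 of 37 of a DNA replication list were among those higher. Of 12 fibroblast markers, 7 rose and 0 fell (the same counts when adjusted over the list alone). Of genes of antigen presentation 0 of 17 changed, and of 11 macrophage markers 0 rose and 1 fell (0 and 0 when adjusted over the list alone). Some antigen presentation genes were low at both ages, so a lack of calls does not show a lack of change. Cd74 had 2.26, 0.741 and 0.951 CPM at P01 and 3.62, 2.63 and 3.40 CPM at P04, a log2 fold change of 1.02. Ciita went the other way (-0.88). At P09, 1070 genes were higher and 695 lower than at P01, and 878 were higher and 910 lower than at P04. Against P23, the counts were 2056 higher and 1759 lower from P01, 2015 and 1809 from P04, and 1119 and 1095 from P09. Together 5433 genes (43.0%) changed in at least 1 comparison. The balance between rise and fall at P23 depended on the scaling. Scaled to total counts alone, 1374 genes were higher and 2853 lower from P01 to P23 (32.5% of changed genes higher, against 53.9% with TMM), 1257 and 3138 from P04 to P23, and 707 and 1950 from P09 to P23. That scaling moved the median log2 fold change of all genes by -0.23, -0.26 and -0.20 in these comparisons, and the calls it ends are named beside the genes they concern. Total counts without the 20 most abundant genes, a scaling chosen after the data were seen, moved it by -0.12, -0.12 and -0.10.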

In total, 8547 individual protein‐coding genes were up‐ or downregulated statistically significantly (q<0.01, fold change >1.5); their numbers for each time‐point comparison are presented in Figure 2B. The greatest changes in gene expression were observed between time‐point comparisons P01 to P23 and P04 to P23. 

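Genes that changed over 4-fold were most frequent in the comparisons of P01 and P04 with P23. From P01 to P23, 351 genes were over 4-fold higher and 440 over 4-fold lower, and from P04 to P23 322 and 462. The numbers were 91 and 229 from P09 to P23, 96 and 57 from P01 to P09, 48 and 27 from P04 to P09, and 11 and 16 from P01 to P04. Ces1d, which encodes a carboxylesterase, rose from 0.343 ± 0.298 CPM at P04 to 61.8 ± 3.9 CPM at P23 (SD, n = 3 pools; edgeR q = 6.21e-24). Ogdhl, a relative of the oxoglutarate dehydrogenase gene, had a log2 fold change of 3.95 (standard error 0.118, edgeR q = 1.95e-31) from P09 to P23. The lectin gene Mgl2, a marker of macrophages and dendritic cells, had no counts at P04 and was at least 88.2-fold higher at P23, taking 3 counts over the P04 pools as the limit. The median absolute log2 fold change of the changed genes was 1.13 from P01 to P23 and 1.12 from P04 to P23, and lay between 0.85 and 1.01 in the others. Differences between comparisons in these numbers were not tested.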

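The rankings below cover called genes with a mean of at least 1 CPM in the higher group and no overlap between pools. Nppa, at -3.43 ± 0.836 from P01 to P04 (log2 fold change ± SE, edgeR q = 0.0152), was not called and is left out. The largest falls from P01 to P04 were those of Ltf, the lactoferrin gene (-3.40 ± 0.606), and of Bmp10, a growth factor gene of the developing heart (-3.27 ± 0.275). Hif3a, Ankrd63 (-2.68 ± 0.276), the atrial myosin light chain genes Myl4 (-2.51 ± 0.294) and Myl7 (-2.26 ± 0.308), Atcay (-2.49 ± 0.171), Slc10a6, Acr and Amy1 followed. Of 7 markers of atrial tissue, 0 rose and 4 fell from P01 to P04 (0 and 5 when adjusted over the list alone; camera adjusted p = 2.16e-08, and adjusted p = 0.0278 with an estimated correlation). The 4 that fell were Bmp10, Myl4, Myl7 and Stard10. Myl4 and Myl7, like Nppa, are also in a list of fetal cardiac genes, so their falls are not particular to atrial tissue. The share of atrial tissue in the pools was not measured. The largest rises included the heat shock genes Hspa1b (3.39 ± 0.6), Hspa1a (3.27 ± 0.44, or 2.66 without P04 replicate 3) and Hsph1 (2.85 ± 0.352). Hspa1a and Hspa1b are near-identical copies, so how their reads divide between them is uncertain. Tuba8, Pla2g4c (2.63 ± 0.472), Efhd1, Mybpc2, the integrin gene Itgb6 (2.08 ± 0.201) and Nmrk2, a kinase of NAD synthesis (2.05 ± 0.113), were among them, as was Tifab, whose 3 counts at P01 give a ratio of 5.84-fold (95% counting interval 1.74 to 30.6). From P01 to P23 the largest fall with counts at both ages was that of Tnni1, the fetal troponin I gene. Igf2bp1, which encodes a fetal RNA-binding protein, had no counts at P23 and was at least 98.9-fold lower, with 3 counts over the group as the limit. On the same limit Bmp10 was at least 58.3-fold lower, Bex4 at least 35-fold, Ftcd at least 16.7-fold, Xkr5 at least 13.9-fold, Olfr607 at least 13.3-fold, Prss35 at least 12.5-fold and Ltf at least 10.6-fold. Olfr608 had 1 count at P23, which is a ratio of 188-fold (95% counting interval 33.3 to 7439). Its fitted log2 fold change of -7.23 was -9.63 without P23 replicate 1, which held that count, and -6.37 without P23 replicate 2. Kcna1, a potassium channel gene, had no counts at P01 and was at least 28-fold higher at P23. Other genes without counts at P01 were 2210407C18Rik (at least 22.4-fold higher), Chl1 (at least 13.6-fold), Cnga3 (at least 12.8-fold) and Ctla4 (at least 12.8-fold). Lrat, the retinol-esterifying enzyme gene, had 1 count at P01 and a ratio of 140.4-fold (95% counting interval 24.7 to 5592), and Mgl2 a ratio of 221-fold (95% counting interval 39.1 to 8767). For both, the P01 count came from replicate 1. Without that pool the fitted log2 fold changes of 6.74 for Lrat and 7.40 for Mgl2 were 8.845 and 9.505. Rpl3l, the striated muscle paralog of a ribosomal protein gene (5.95 ± 0.187), Hrasls (5.95 ± 0.4, or 5.27 without P01 replicate 1) and Klhl33 (5.95 ± 0.388) also rose. The genes given for P01 to P23 are its 10 largest falls and rises by fitted fold change, and the place of those without counts in a group is not fixed by their lower bounds.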

The top 10 up‐ and downregulated genes are presented in Figure S2.

**Figure 2:**
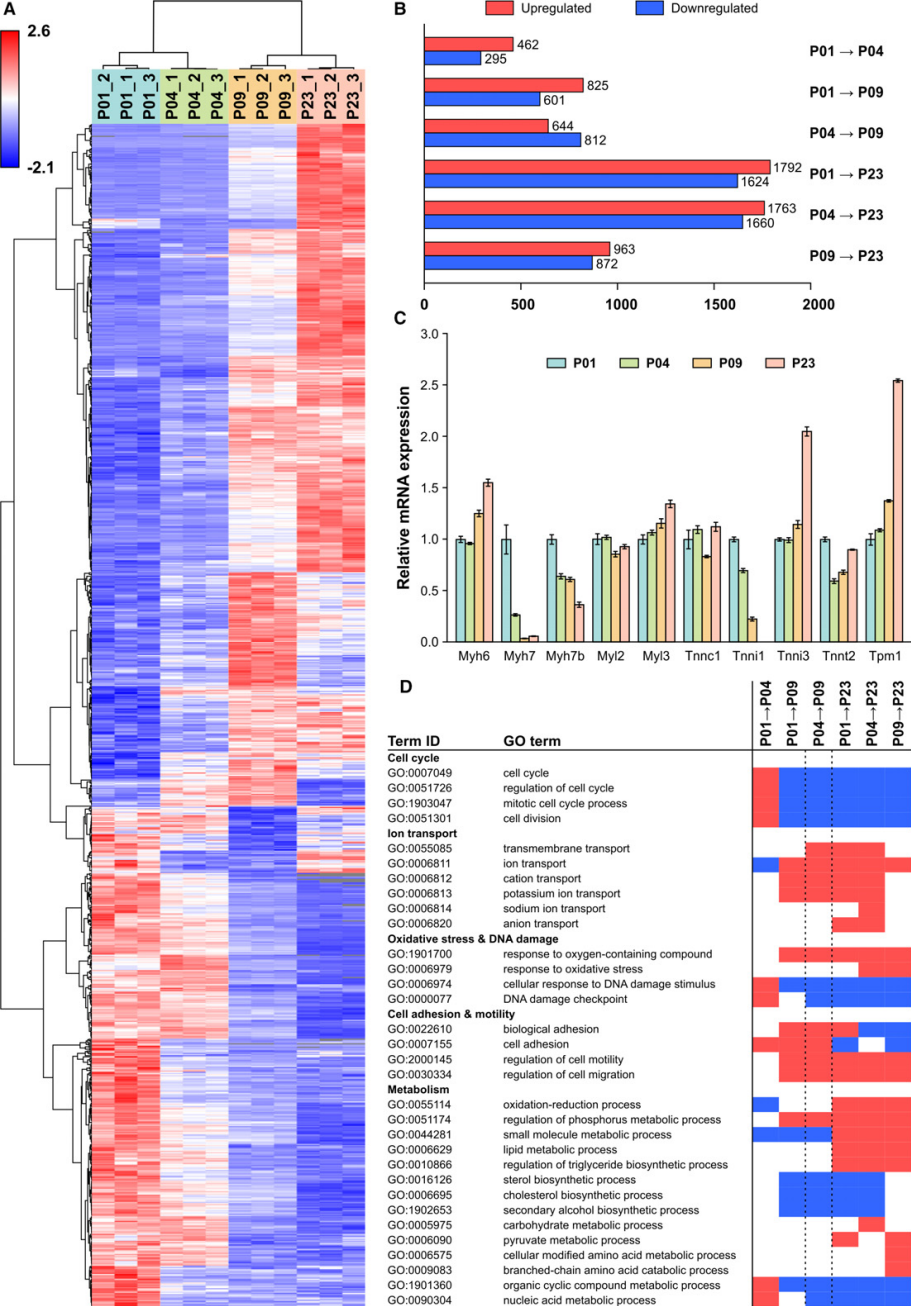
Gene expression changes in the neonatal mouse heart. A, Heat map of the top 1000 genes with the smallest q values between postnatal day 1 (P01) and P04. B, The numbers of up‐ and downregulated genes (q<0.01, fold change >1.5). C, Expression patterns of selected cardiomyocyte‐specific structural proteins. The data were normalized to P01 and are expressed as mean±SEM (n=3 pooled samples, each from 3 hearts). D, Selected significantly enriched (q<0.01) biological process gene ontology (GO) terms for each time point comparison from gene set enrichment analysis. Blue indicates downregulation, and red indicates upregulation. All gene symbol explanations are available in Appendix S1.

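The fetal myosin and troponin genes fell after birth and the adult troponin gene rose. Myh7 (ENSMUSG00000053093, chromosome 14 from 54970684 to 54994626), the gene of the beta-myosin heavy chain, had 8723 ± 2171 CPM at P01, 2326 ± 175 at P04, 298 ± 30.3 at P09 and 497 ± 24.7 at P23 (SD, n = 3 pools). The change on the log2 scale was -1.91 (standard error 0.168, edgeR q = 4.12e-05) from P01 to P04 and -4.13 (standard error 0.188, edgeR q = 7.98e-08) from P01 to P23. Myh6 (ENSMUSG00000040752, chromosome 14 from 54941921 to 54966927), the gene of the alpha-myosin heavy chain, had 32852 ± 1713 CPM at P01, 31680 ± 459.5 at P04, 42030 ± 1909 at P09 and 51856 ± 2054 at P23. From P01 to P23 its log2 fold change was 0.66 (standard error 0.0408, edgeR q = 8.99e-20), which fell short of the fold change threshold at 0.43 with total counts and at 0.53 with total counts without the 20 most abundant genes. Tnni1 (ENSMUSG00000026418, chromosome 1 from 135779434 to 135810989) fell from 1608 ± 59.3 CPM at P01 to 369 ± 55.5 at P09 and 1.74 ± 2.7 at P23, where replicates 1 to 3 had 4.84, 0.37 and 0 CPM. Its log2 fold change from P01 to P23 was -9.74 (standard error 0.332, edgeR q = 8.94e-09), or -12.37 without P23 replicate 1 and -8.90 without P23 replicate 2. Tnni3 (ENSMUSG00000035458, chromosome 7 from 4518305 to 4524229), the cardiac troponin I gene, had 3211 ± 79.8 CPM at P01, 3764 ± 219 at P09 and 6697 ± 219 at P23, a log2 fold change of 1.06 (standard error 0.0479, edgeR q = 2.27e-25) from P01. Of the 10 structural protein genes of Figure 2C, 3 rose and 3 fell from P01 to P23 (the same counts when adjusted over the list alone). The study chose these genes, so their direction is not independent evidence. Camera placed them lower than other genes at adjusted p = 0.0114 (adjusted p = 0.274 with an estimated correlation) although their median log2 fold change was 0.05. That p was under 0.01 without any P01 or P09 pool and without P04 replicate 1 or 3 (0.00153 to 0.00968), with total counts (0.0021) and with replicate numbers as blocks (0.0067), and the median was -0.18 with total counts and -0.02 without P01 replicate 1. Of 34 cardiac ion channel and calcium handling genes, 17 rose and 5 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.000857, and adjusted p = 0.0673 with an estimated correlation), and 15 rose and 8 fell with total counts. With only genes that had at least 10 counts in every pool, the camera p was 0.0579. The pacemaker channel gene Hcn2 (3.70 ± 0.215, log2 fold change ± SE) and the potassium channel genes Kcnd3 (2.88 ± 0.189) and Kcnd2 (2.28 ± 0.129) rose. Ryr2 (0.21 ± 0.0458) and Casq2 (0.21 ± 0.0528), of the calcium store, did not pass the fold change threshold. From P04 to P09, 13 rose and 2 fell (the same counts when adjusted over the list alone; camera adjusted p = 8.85e-07, and adjusted p = 0.064 with an estimated correlation), with Hcn2 at 2.41 ± 0.181 and Kcnj8, a subunit of ATP-sensitive potassium channels, at 1.12 ± 0.0939.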

The expression levels of cardiomyocyte‐specific structural proteins exhibited an anticipated pattern with a switch from *Myh7* to *Myh6* (myosin heavy chain 6 and 7, respectively) and from *Tnni1* to *Tnni3* (troponin I1 and troponin I3, respectively) within the early postnatal period (Figure 2C).^29^, ^30^ In addition, the expression profiles of the main cardiomyocyte ion channels (Figure S3A) were in line with previous reports.^31^ The expression patterns of control genes are presented in Figure S3B. 

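Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467), a glycolytic enzyme gene in common use as a control, had a mean of 265 ± 5.67 CPM at P01 and 416 ± 18.3 at P23 (SD, n = 3 pools). Its log2 fold change was 0.65 (standard error 0.0607, edgeR q = 2.19e-13) from P01 to P23 and 0.67 (standard error 0.0588, edgeR q = 5.36e-14) from P09 to P23. Neither reached the fold change threshold with total counts (0.42 and 0.47) or with total counts without the 20 most abundant genes (0.53 and 0.57). Over the 6 comparisons, the log2 fold changes were -0.24 to 0.41 for Actb, -0.14 to 0.12 for Tbp and -0.09 to 0.04 for Oaz1, all within the threshold under each scaling tried. Rpl4 had -0.42 to -0.02 and fell with total counts alone from P01 to P23 (-0.65) and from P04 to P23 (-0.65). Rpl32 had -0.47 to -0.00 and fell in the same comparisons with total counts (-0.70 and -0.72), and without P01 replicate 1 from P01 to P09 (-0.59) and from P01 to P23 (-0.59). Pgk1 had -0.53 to 0.43, and its lowest value, from P04 to P09, passed the threshold with total counts (-0.58), without P04 replicate 1 (-0.62) and without P09 replicate 3 (-0.63). Of the 7 genes named by the study here, 1 rose and 0 fell from P01 to P23 (the same counts when adjusted over the list alone). The study named them by whether they changed in these samples, so this is not independent evidence (camera adjusted p = 0.968, and adjusted p = 0.985 with an estimated correlation). Of 18 other control genes, 7 changed in at least 1 comparison, against 43.0% of all genes tested. From P01 to P23, 2 rose and 4 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.0352, and adjusted p = 0.233 with an estimated correlation), or 2 and 7 with total counts, and without P01 replicate 1 the camera p was 0.00818. The elongation factor gene Eef1a1 (-1.69 ± 0.0527, log2 fold change ± SE), the tubulin gene Tubb5 (-1.52 ± 0.0655) and the cyclophilin A gene Ppia (-1.30 ± 0.077) fell and the transferrin receptor gene Tfrc (1.24 ± 0.104) rose. The directions of these 4 genes were the same under each scaling.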

Expression of *Actb* (actin beta), *Rpl4* (ribosomal protein L4), *Rpl32* (ribosomal protein L32), *Tbp* (TATA‐box binding protein), *Oaz1* (ornithine decarboxylase antizyme 1), and *Pgk1* (phosphoglycerate kinase 1) did not change significantly, whereas several other genes either generally used or recommended as control genes,^32^ such as *Gapdh* (glyceraldehyde‐3‐phosphate dehydrogenase), were up‐ or downregulated (q<0.01 and fold change >1.5) in at least 1 time‐point comparison. Furthermore, genes known to play a role in cardiomyocyte proliferation (*Erbb2*,* Gata4*), metabolic switch from glycolysis to fatty acid oxidation (*Hand1*,* Hif1a*,* Ppar* isoforms), and mitochondrial maturation (*Park2*, parkin RBR E3 ubiquitin protein ligase; *Pink1*, PTEN induced kinase 1) exhibited expected changes (Table S1). 

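Erbb2 (ENSMUSG00000062312, chromosome 11 from 98412470 to 98437716), a receptor tyrosine kinase gene, fell from 70.3 ± 1.21 CPM at P01 to 33.7 ± 2.4 at P09 and 18.1 ± 2.8 at P23 (SD, n = 3 pools), a log2 fold change of -1.99 (standard error 0.117, edgeR q = 8.51e-21) from P01 to P23. From P01 to P04 it was -0.59 (standard error 0.0925, edgeR q = 1.49e-06), short of the fold change threshold with total counts (-0.56), with no filter on low counts (-0.58) and without P01 replicate 1 (-0.58) or 3 (-0.58) or P04 replicate 2 (-0.56) or 3 (-0.58). Gata4 (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692), a cardiac transcription factor gene, had 170.2 ± 4.92 CPM at P01, 185 ± 11.5 at P04 and 123 ± 9.05 at P23. Its log2 fold change from P04 to P23, -0.60 (standard error 0.0711, edgeR q = 2.93e-10), did not reach the threshold without P04 replicate 2 (-0.56) or P23 replicate 1 (-0.58) or 2 (-0.57). Pink1 (ENSMUSG00000028756, chromosome 4 from 138313409 to 138326307), the gene of a kinase of mitochondrial quality control, fell from P01 to P04 (-0.76 (standard error 0.0622, edgeR q = 4.2e-14)) and then rose, reaching 649 ± 15.8 CPM at P23 from 162 ± 4.49 at P04 (2.00 (standard error 0.0617, edgeR q = 2.05e-32)).
Among the regulators of energy metabolism, Ppara (ENSMUSG00000022383, chromosome 15 from 85734983 to 85802819), a receptor that controls fatty acid oxidation genes, had 25.8 ± 1.24 CPM at P01 and 53.3 ± 2.59 at P23, a log2 fold change of 1.07 (standard error 0.11, edgeR q = 5.67e-12). Ppard (ENSMUSG00000002250, chromosome 17 from 28232700 to 28301474) had 6.14 ± 0.67 and 14.5 ± 3.7 CPM, a log2 fold change of 1.28 (standard error 0.207, edgeR q = 5.46e-07), and was 0.80 (standard error 0.184, edgeR q = 0.000356) from P04 to P09. Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) had 7.83 ± 0.975 and 13 ± 1.87 CPM. Its log2 fold change from P01 to P23 was 0.68 (standard error 0.207, edgeR q = 0.00431), and this call was lost with total counts (0.45), with total counts without the 20 most abundant genes (0.56), with DESeq2 (0.68) and without P01 replicate 1 (0.66) or 3 (0.63) or P23 replicate 1 (0.61) or 3 (0.62). Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530), the gene of a hypoxia-inducible transcription factor, had 255 ± 20 CPM at P01 and 178 ± 14.2 at P23. Its log2 fold changes to P23 were -0.50 ± 0.068 from P01, -0.52 ± 0.067 from P04 and -0.47 ± 0.0659 from P09 (± SE), short of the fold change threshold, which they passed with total counts (-0.73, -0.78 and -0.67). Without the 20 most abundant genes in the totals, those from P01 (-0.63) and P04 (-0.64) passed it, as did that from P04 without P23 replicate 2 (-0.61). Hand1 was removed by the filter on low counts and has no value here. Of the 8 genes of this group with a test, 4 rose and 1 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.743, and adjusted p = 0.78 with an estimated correlation), or 3 and 3 with total counts, with or without the 20 most abundant genes in them. They were chosen by the study, so the count is not independent evidence.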

Differential expression analysis of all protein‐coding genes is available in Appendix S1.

To investigate biological processes linked to the observed gene expression changes, we carried out gene ontology (GO)^33^, ^34^ enrichment analysis, and changes with q<0.01 were considered significant. 

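Genes of cell division rose from P01 to P04 and then fell to P23. All 30 genes of mitosis were higher at P04 than at P01 (the same counts when adjusted over the list alone; camera adjusted p = 2.48e-60, and adjusted p = 0.0309 with an estimated correlation), among them the spindle checkpoint kinase gene Bub1 (1.56 ± 0.139, log2 fold change ± SE), Aurka (1.41 ± 0.125), the cyclin B1 gene Ccnb1 (1.38 ± 0.143) and Aspm (1.36 ± 0.0928). From P04 to P09 all 30 fell (camera adjusted p = 3.68e-68, and adjusted p = 0.0278 with an estimated correlation), and from P04 to P23 all fell again (camera adjusted p = 1.18e-72, and adjusted p = 0.0309 with an estimated correlation). The largest falls from P04 to P23 were those of Ttk (-5.47 ± 0.34, or -6.69 without P23 replicate 2), Bub1 (-5.27 ± 0.251), Ccnb1 (-5.24 ± 0.265) and the kinetochore gene Nuf2 (-4.87 ± 0.214). Of 37 genes of DNA replication, 30 rose and 0 fell from P01 to P04 (31 and 0 when adjusted over the list alone; camera adjusted p = 4.74e-31, and adjusted p = 0.0328 with an estimated correlation). The primase gene Prim1 (1.16 ± 0.13) and the cyclin E2 gene Ccne2 (1.09 ± 0.117) rose. All 37 fell from P04 to P23 (camera adjusted p = 8.17e-36, and adjusted p = 0.0485 with an estimated correlation). Of 12 fibroblast markers, 7 rose and 0 fell from P01 to P04 (the same counts when adjusted over the list alone; camera adjusted p = 2.97e-12, and adjusted p = 0.0309 with an estimated correlation), with a median log2 fold change of 0.63. The RNA comes from whole ventricle, so the cell types behind the genes of cell division are not known.
Genes of cell adhesion and extracellular matrix went both ways. Of 40 listed, 7 rose and 11 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.379, and adjusted p = 0.543 with an estimated correlation). The integrin genes Itga7 (2.55 ± 0.0696) and Itga11 (2.31 ± 0.443) rose, and the cell adhesion molecule genes Ncam1 (-3.68 ± 0.107) and Vcam1 (-2.16 ± 0.113) fell. From P09 to P23, 4 rose and 8 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.00585, and adjusted p = 0.143 with an estimated correlation), or 2 and 14 with total counts, 2 and 13 with total counts without the 20 most abundant genes, and 2 and 8 without P23 replicate 2. Markers of fibroblasts and endothelium were also counted. From P01 to P09, 9 of 12 fibroblast markers (the same counts when adjusted over the list alone; camera adjusted p = 2.18e-17, and adjusted p = 0.0309 with an estimated correlation) and 9 of 12 endothelial markers (the same counts when adjusted over the list alone; camera adjusted p = 6.43e-10, and adjusted p = 0.0309 with an estimated correlation) rose, and none fell. Examples are Mfap5 (1.71 ± 0.14), Lum (1.45 ± 0.0961) and Dcn (1.38 ± 0.0603) of fibroblasts and Cdh5 (0.90 ± 0.0658) and Kdr (0.78 ± 0.0568) of endothelium. Of the fibroblast markers, 1 rose and 4 fell from P09 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.00145, and adjusted p = 0.116 with an estimated correlation; camera adjusted p = 0.0805 with no filter on low counts), and of the endothelial markers 0 rose and 1 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.106, and adjusted p = 0.382 with an estimated correlation).
Of 17 genes of antigen presentation and complement, 16 rose and 0 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 1.14e-10, and adjusted p = 0.0309 with an estimated correlation), led by the class II genes H2-Aa (4.61 ± 0.457, or 5.68 without P01 replicate 1), Cd74 (4.26 ± 0.24, or 5.16 without that pool) and H2-Eb1 (3.46 ± 0.376) and the complement gene C4b (3.95 ± 0.467). Of 19 interferon-response genes, 16 rose and 0 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.000318, and adjusted p = 0.269 with an estimated correlation), with Ifi27l2a at 2.53 ± 0.249, Gbp2 at 2.05 ± 0.174 and Ifit3 at 1.94 ± 0.336. Markers of macrophages rose in the same comparison: 10 of 11 were higher and 0 lower (the same counts when adjusted over the list alone; camera adjusted p = 8.54e-09, and adjusted p = 0.0645 with an estimated correlation), with the scavenger receptor gene Cd163 at 3.50 ± 0.29 and the complement gene C1qc at 2.61 ± 0.165.

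**Figure D1:**
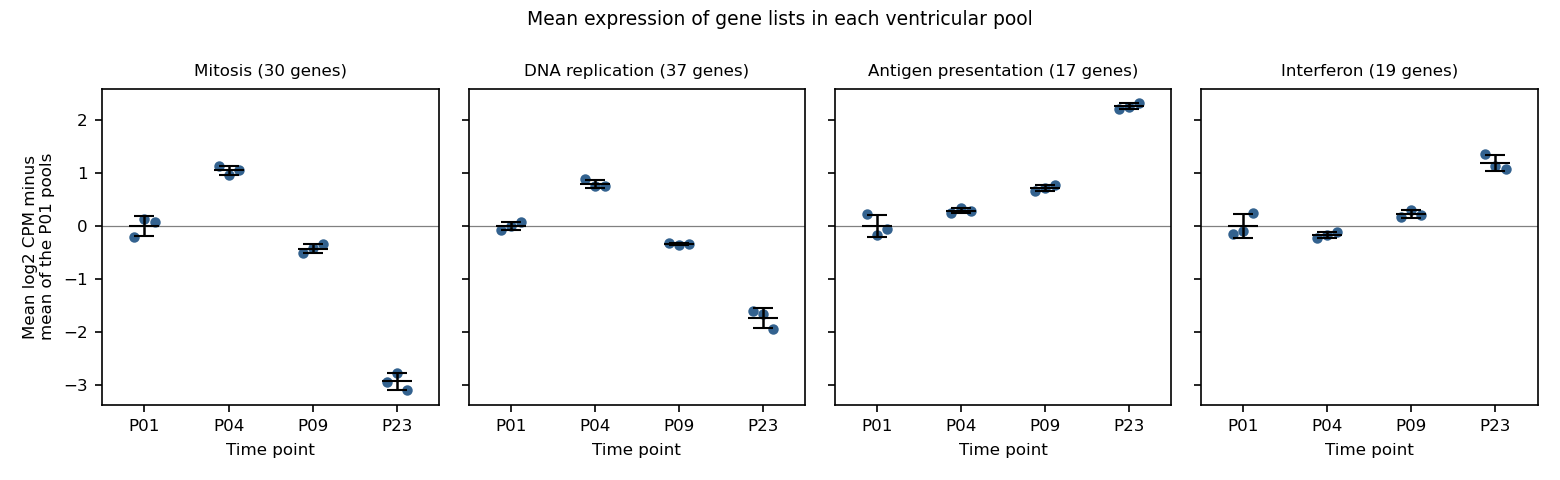
Mean log2 CPM of the genes of 4 lists in each pool, minus the mean of the P01 pools, against the time point (x axis). Points are pools, and bars are the mean ± SD of 3 pools. The mitosis genes sit at 1.05 ± 0.0813 at P04 and -2.93 ± 0.166 at P23, and those of antigen presentation at 2.26 ± 0.0605 at P23.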

Changes in biological processes linked to cell proliferation, cardiac muscle, cell adhesion and motility, ion transport, and development of immune response were highlighted among the enriched GO terms (Figure 2D and Appendix S2). 

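Sod3, which encodes the extracellular superoxide dismutase, and Gstm1, a glutathione transferase gene, rose from P04 to P23 by log2 fold changes of 3.31 (standard error 0.387, edgeR q = 2.04e-10) and 2.62 (standard error 0.138, edgeR q = 1.32e-22). Gsta4 rose by 1.06 ± 0.107 (± SE), while the peroxiredoxin gene Prdx4 fell (-1.24 ± 0.141), and Sod1 (-0.06 ± 0.0697) and Prdx2 (-0.05 ± 0.0657) did not pass the test. Of 36 genes of the response to oxidative stress, 17 rose and 3 fell from P04 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.00362, and adjusted p = 0.0673 with an estimated correlation). The counts were 10 and 4 with total counts, and 17 and 1 without P23 replicate 1. From P09 to P23, 15 rose and 2 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.000199, and adjusted p = 0.0645 with an estimated correlation), or 9 and 6 with total counts. The metallothionein genes Mt2 (3.50 ± 0.636, or 4.39 and 2.73 without P09 replicate 2 and 3) and Mt1 (1.56 ± 0.0991), which bind metal ions, and Gstm1 (2.35 ± 0.121) rose. Txnip, which encodes an inhibitor of thioredoxin, fell (-2.34 ± 0.165). The rises of Mt2 and Mt1 ended near their P01 levels. Mt2 had 2.26, 3.71 and 2.54 CPM at P01 and 2.15, 2.22 and 3.03 CPM at P23. Mt1 had 60.8 to 75.1 and 67.9 to 85.3 CPM, while Gstm1 had 21.5 to 32.2 and 55.7 to 68.9 CPM. From P01 to P23 the oxidative stress list had a camera adjusted p of 0.0268, or 0.00303 with no filter on low counts.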

In accordance with increased oxidative metabolism, genes linked to oxidative stress were upregulated at P23 compared with P04 or P09. 

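Of 35 genes of the DNA damage response, 12 rose and 1 fell from P01 to P04 (the same counts when adjusted over the list alone; camera adjusted p = 2.28e-06, and adjusted p = 0.0309 with an estimated correlation), with Xrcc2 at 1.42 ± 0.161 (log2 fold change ± SE), Rad51ap1 at 0.93 ± 0.181 and Brca1 at 0.93 ± 0.131. The abundant members Parp1 (0.17 ± 0.0683) and Trp53bp1 (-0.06 ± 0.0746) did not pass. From P04 to P09, 0 rose and 19 fell (the same counts when adjusted over the list alone; camera adjusted p = 7.41e-13, and adjusted p = 0.0278 with an estimated correlation), with the nuclease gene Exo1 at -1.70 ± 0.15, the histone variant gene H2afx at -1.60 ± 0.114, Clspn at -1.47 ± 0.107 and Fancd2 at -1.35 ± 0.158. The DNA replication genes moved the same way in these comparisons. The falls numbered 6 with 0 rises from P01 to P09 (camera adjusted p = 0.00321, and adjusted p = 0.0673 with an estimated correlation; camera adjusted p = 0.0157 over genes with at least 10 counts in every pool), 17 with 0 from P01 to P23 (camera adjusted p = 4.28e-06, and adjusted p = 0.0387 with an estimated correlation), 24 with 0 from P04 to P23 (camera adjusted p = 5.44e-11, and adjusted p = 0.0309 with an estimated correlation), and 13 with 0 from P09 to P23 (camera adjusted p = 2.13e-05, and adjusted p = 0.0309 with an estimated correlation). Of 18 target genes of p53, 3 rose and 1 fell from P01 to P04 (the same counts when adjusted over the list alone; camera adjusted p = 0.789, and adjusted p = 0.891 with an estimated correlation), or 1 and 1 without P01 replicate 1. Eda2r rose (1.35 ± 0.191) and Trp53inp1 fell (-0.78 ± 0.109).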

DNA damage response was upregulated from P01 to P04, whereafter it was downregulated in all other comparisons. 

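Of 77 genes of oxidative phosphorylation in the nuclear genome, 40 rose and 2 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 3.12e-13, and adjusted p = 0.284 with an estimated correlation), 28 rose and 1 fell from P04 (29 and 1 when adjusted over the list alone; camera adjusted p = 4.66e-11, and adjusted p = 0.317 with an estimated correlation), and 13 rose and 0 fell from P09 (the same counts when adjusted over the list alone; camera adjusted p = 2.54e-18, and adjusted p = 0.215 with an estimated correlation). The muscle forms of cytochrome c oxidase subunits rose from P01 to P23, Cox7a1 by 2.36 ± 0.0696 (log2 fold change ± SE), Cox8b by 1.56 ± 0.0819 and Cox6a2 by 1.32 ± 0.0636, while the ubiquitous form Cox6a1 fell (-1.17 ± 0.0983). The ATP synthase genes Atp5b (0.24 ± 0.0461) and Atp5a1 (0.43 ± 0.0492) did not pass the fold change threshold. Many members lie near that threshold, so scaling sets how many pass. With total counts, 14 rose and 2 fell from P01 to P23, 5 and 2 from P04, and 6 and 0 from P09. Without the 20 most abundant genes in the totals, the numbers were 25 and 2, 13 and 1, and 7 and 0, and with the upper quartile 8 rose and 0 fell from P09. All 7 tested genes of the mitochondrial genome rose from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 2.66e-05, and adjusted p = 0.224 with an estimated correlation), with mt-Nd4 at 2.04 ± 0.271 and mt-Nd5 at 1.63 ± 0.293. Of 18 genes of the tricarboxylic acid cycle, 7 rose and 0 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 6.79e-06, and adjusted p = 0.198 with an estimated correlation), or 3 and 1 with total counts. The oxoglutarate dehydrogenase gene Ogdh (1.28 ± 0.0524) and Sucla2 (1.11 ± 0.0589) rose, while Idh2 (-0.44 ± 0.0508) did not pass the fold change threshold, which it passed with total counts (-0.67).
Of 36 genes of pyruvate metabolism, 14 rose and 4 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 5.97e-05, and adjusted p = 0.102 with an estimated correlation), or 9 and 6 with total counts. The D-lactate dehydrogenase gene Ldhd (2.96 ± 0.193), the mitochondrial acetyl-CoA synthetase gene Acss1 (2.87 ± 0.0754) and the malic enzyme gene Me3 (2.22 ± 0.11) rose. The more abundant lactate dehydrogenase genes Ldha (0.09 ± 0.0657) and Ldhb (0.45 ± 0.0585) did not pass the fold change threshold. Pdk3, which encodes a kinase that inactivates pyruvate dehydrogenase, fell (-2.79 ± 0.176). From P09 to P23, 9 rose and 2 fell (10 and 2 when adjusted over the list alone; camera adjusted p = 2.61e-06, and adjusted p = 0.0485 with an estimated correlation), or 5 and 2 both with total counts and without the 20 most abundant genes in them. Carbohydrate metabolism as a whole was not analysed here.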

Of the GO terms associated with cellular metabolism, oxidation‐reduction processes were upregulated at P23 compared with P01, P04, and P09; carbohydrate metabolism was upregulated from P04 to P23; and pyruvate metabolism was upregulated from P01 to P23 and P09 to P23. Sterol biosynthesis was downregulated in all other time‐point comparisons except P01 to P04 and P09 to P23, indicating that the transcript‐level changes take place mainly between P04 and P09. 

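Of 19 genes of sterol biosynthesis, 0 rose and 11 fell from P04 to P09 (the same counts when adjusted over the list alone; camera adjusted p = 7.19e-10, and adjusted p = 0.0387 with an estimated correlation). The squalene epoxidase gene Sqle (-1.81 ± 0.161, log2 fold change ± SE), Fdps (-1.61 ± 0.33) and Idi1 fell, and Hsd17b7 (-0.26 ± 0.085) did not pass. Sc5d (-0.56 ± 0.124) reached the fold change threshold only with total counts (-0.62) and without P04 replicate 2 (-0.59) or 3 (-0.59) or P09 replicate 3 (-0.59). From P01 to P04, 1 rose and 1 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.597, and adjusted p = 0.78 with an estimated correlation). From P01 to P09, 0 rose and 12 fell (the same counts when adjusted over the list alone; camera adjusted p = 4.46e-08, and adjusted p = 0.0645 with an estimated correlation), from P01 to P23 1 rose and 11 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.00173, and adjusted p = 0.226 with an estimated correlation), and from P04 to P23 0 rose and 12 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.000819, and adjusted p = 0.189 with an estimated correlation). From P09 to P23, 0 rose and 1 fell (0 and 0 when adjusted over the list alone; camera adjusted p = 0.788, and adjusted p = 0.889 with an estimated correlation), or 0 and 4 with total counts. The mean level was highest at P01 for 8 and at P04 for 11 of the 19 genes. Of 8 other genes tied to SREBP2, the transcription factor that drives cholesterol synthesis and uptake, 0 rose and 4 fell from P04 to P09 (the same counts when adjusted over the list alone; camera adjusted p = 2.58e-05, and adjusted p = 0.0355 with an estimated correlation). Srebf2 itself (-1.16 ± 0.0928) and Insig1 (-0.97 ± 0.0979) fell.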

Amino acid metabolism and branched chain amino acid (BCAA) catabolism were upregulated from P09 to P23.

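Rises from P09 to P23 were found for Prodh, the proline dehydrogenase gene (2.52 ± 0.152, log2 fold change ± SE), Aldh4a1, of the same pathway (2.02 ± 0.119), Kyat3 (1.90 ± 0.19) and the mitochondrial creatine kinase gene Ckmt2 (1.43 ± 0.0705). Of 29 genes of amino acid metabolism, these 4 among them, 11 rose and 2 fell (the same counts when adjusted over the list alone; camera adjusted p = 2.61e-06, and adjusted p = 0.0645 with an estimated correlation), or 7 and 3 with total counts. Of the most abundant members, Glul (0.37 ± 0.191) did not pass the thresholds, and Mat2a (0.55 ± 0.0677) reached that on fold change only without P23 replicate 3 (0.59). Of 45 genes of valine, leucine and isoleucine degradation, 16 rose and 3 fell from P09 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 8.53e-09, and adjusted p = 0.0309 with an estimated correlation). Aox1 (2.17 ± 0.141), the ketone body-using enzyme gene Oxct1 (1.78 ± 0.0854) and Mccc2, a subunit of methylcrotonyl-CoA carboxylase (1.49 ± 0.0948), rose.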

### Proteomics

To quantify protein abundances in ventricular tissue, we used a shotgun proteomics approach. On average, 1140 and 1337 distinct proteins were quantified in individual samples in sample sets 1 and 2, respectively (Figure 3A). The numbers and fold changes of differentially expressed proteins are shown in Figure S4A (set 1) and Figure 3B (set 2). The corresponding lists of differentially expressed proteins, as well as all quantified proteins and their label‐free quantification intensities, are presented in Appendix S3. Hierarchical clustering of the data shows that the sample groups were separated from each other in both sample sets (Figure 3C and Figure S4B); this was also seen in principal component analysis (Figure S5). GO enrichment analysis and KEGG^35^ pathway analysis were used to identify up‐ and downregulated processes and activated or inactivated pathways (Appendix S3). Oxidative metabolism and lipid metabolism were highlighted as upregulated phenomena at P04, P09, and P23 compared with P01, whereas in the downregulated GOs, nucleic acid metabolism and glycolysis were highlighted from P01 to P04, peptide metabolism and protein synthesis were highlighted from P01 to P09, and RNA processing and peptide metabolism were highlighted from P01 to P23.

**Figure 3:**
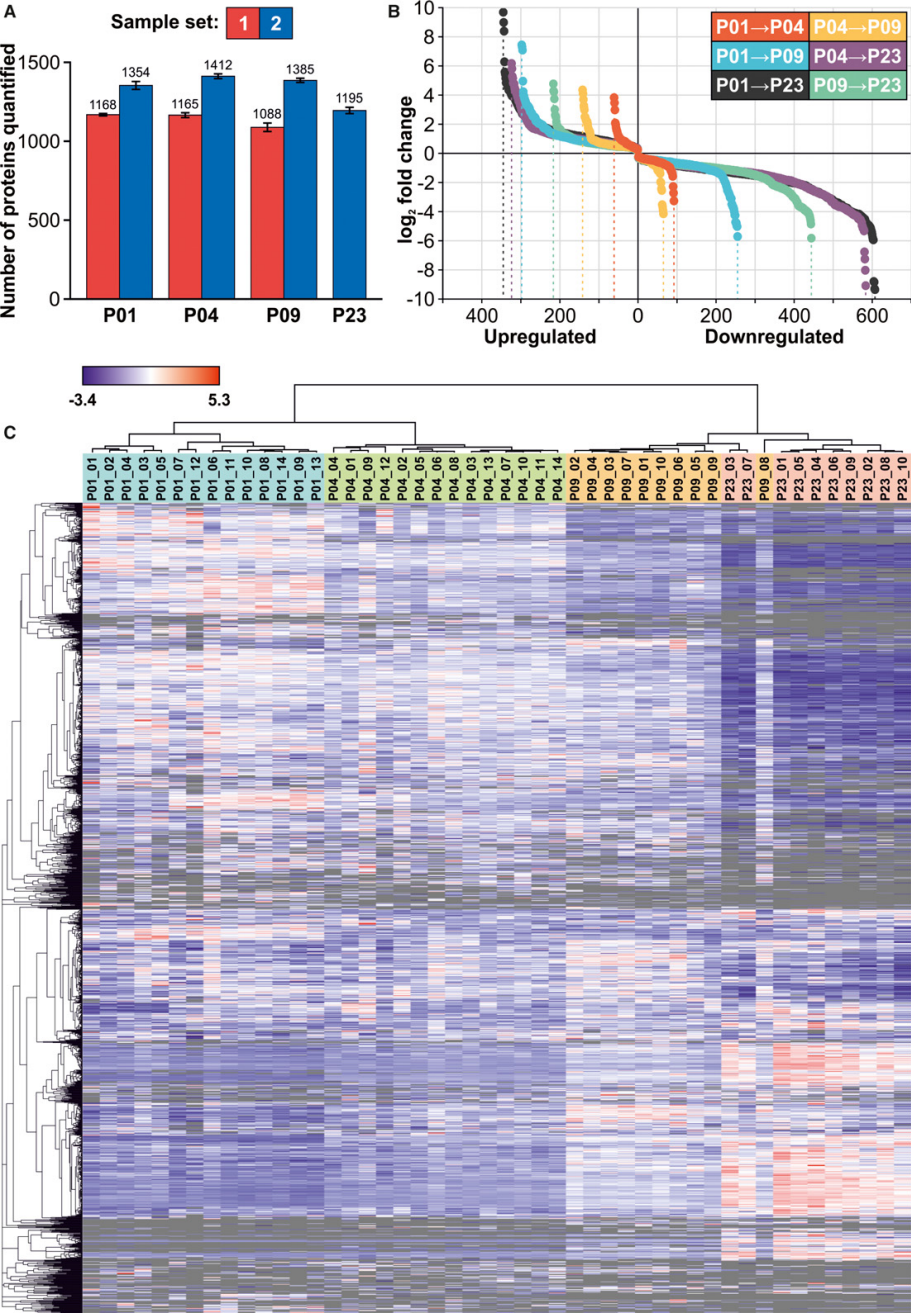
Proteomic changes in the neonatal mouse heart. A, The number of proteins quantified in each sample group, expressed as mean±SEM (identification false discovery rate <0.01 on both peptide and protein levels). B, The numbers and fold changes of differentially expressed (q<0.01) proteins in sample group comparisons. C, Hierarchical clustering of proteins and samples. All proteins detected in more than 67% of samples of at least 1 sample group are included in the heat map. Gray indicates missing values (protein not quantified). B and C, Data presented are from set 2; corresponding images for set 1 are in Figure S4. P indicates postnatal day.

The postnatal increased activity of energy metabolism and the shift from carbohydrates to fatty acids as the primary source of ATP were well represented in the proteomics data. Several components (ENO1 (enolase 1), PFKL (phosphofructokinase, liver type), PGK1 (phosphoglycerate kinase 1)) of the HIF1 signaling pathway that promotes anaerobic metabolism in the embryonic heart were downregulated after birth (Table S2). Furthermore, many key proteins related to fatty acid metabolism, degradation, and oxidative phosphorylation were upregulated after P01. This was paralleled with upregulation of most of the detected components of PPAR signaling, which promotes fatty acid oxidation, after P01. In line with the increasing mitochondrial content and maturation in cardiomyocytes, most mitochondrial proteins were highly upregulated from P01 to P23. These included not only enzymes linked to oxidative metabolism but also structural (IMMT (inner membrane mitochondrial protein)) and regulatory (PHB (prohibitin), DNAJA3 (DnaJ heat shock protein family (Hsp40) member A3)) proteins (Table S2). Furthermore, the mitochondrial isoforms of SOD2 (superoxide dismutase) and peroxiredoxins 3 and 5 (PRDX3, PRDX5) were strongly upregulated at P09 and P23 (Table S2), reflecting a response to oxidative stress.

Analysis of key proteins of cell cycle regulation and signaling pathway activation with proteomics is challenging because of the low abundance of these proteins. Nevertheless, expression of proteins related to microtubule dynamics during mitosis (DYNC1H1 (dynein cytoplasmic 1 heavy chain 1), PAFAH1B1 (platelet activating factor acetylhydrolase 1b regulatory subunit 1), RHOA (ras homolog family member A), and BUB3 (BUB3, mitotic checkpoint protein)) decreased with increasing postnatal age (Table S2). Most of the detected 14‐3‐3 proteins (YWHAB, YWHAE, YWHAH, YWHAQ, and YWHAZ (tyrosine 3‐monooxygenase/tryptophan 5‐monooxygenase activation proteins beta, epsilon, eta, theta and zeta)), some of which regulate cell cycle and cardiomyocyte proliferation,^36^, ^37^ were constantly downregulated from P01 to P23 in set 2 samples (Table S2). Components of the canonical Wnt pathway were also detected (Table S2), and the decreased abundance of β‐catenin (CTNNB1) and its nuclear interaction partner Pontin52 (RUVBL)^38^ indicate attenuation of canonical Wnt pathway activity from P01 to P09.

### Metabolomics

For the untargeted metabolomics analysis, we used 2 complementary techniques to increase the metabolite coverage, namely, liquid chromatography‐mass spectrometry (LC‐MS) and 2‐dimensional gas chromatography coupled to MS (GC×GC‐MS), and combined the data from the 2 sample sets using the linear mixed effects model. Quality control results are available in Data S1. In total, 805 and 162 metabolic features changed statistically significantly (q<0.01) in at least 1 of the group comparisons (P01→P04, P01→P09, P01→P23) for analyses with LC‐MS and GC×GC‐MS, respectively (Appendix S4). Based on the MS/MS analysis of metabolic features, 151 significantly up‐ or downregulated metabolites were identified and are shown in Figure 4.

**Figure 4:**
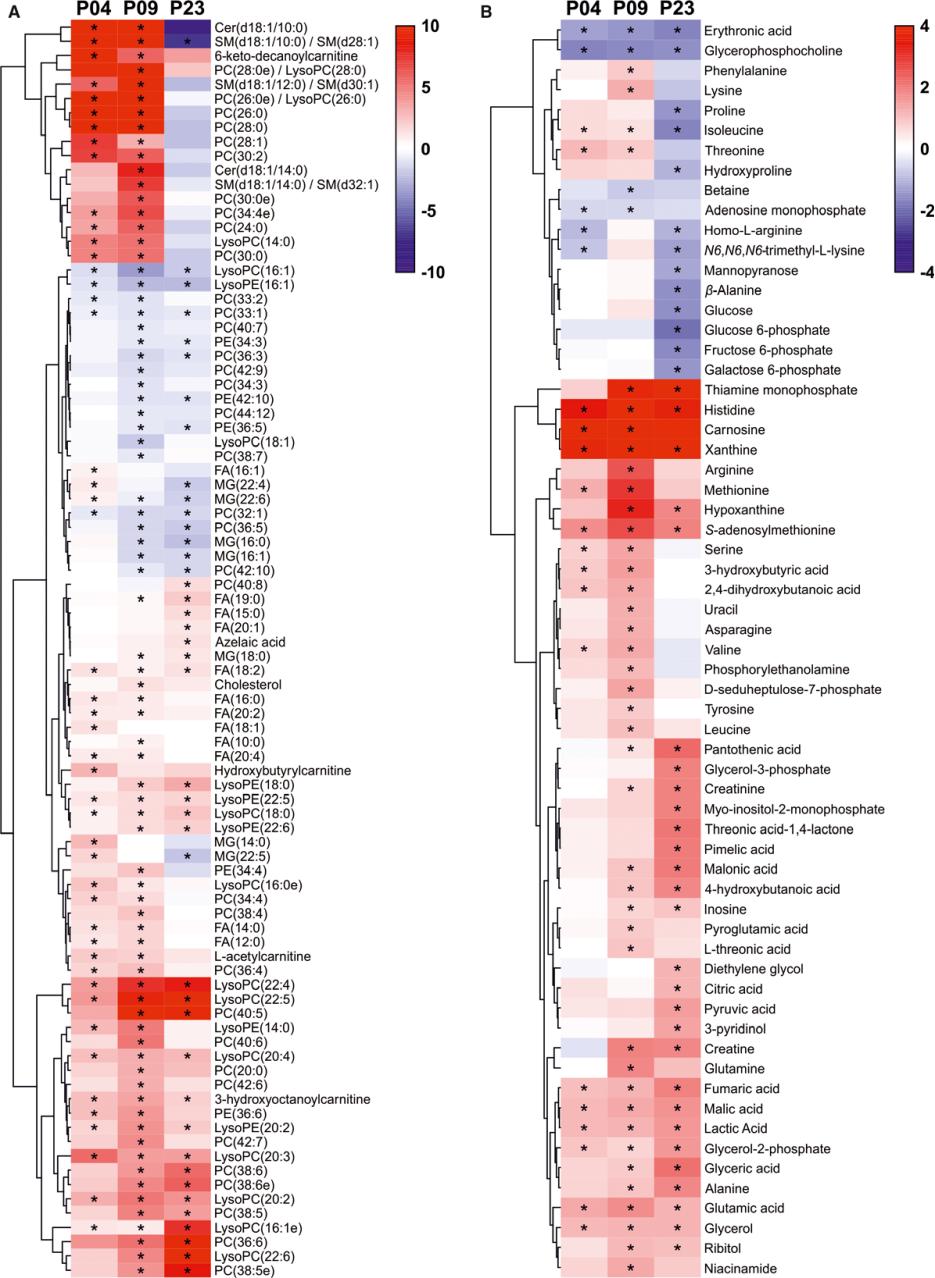
Metabolite changes in the postnatal mouse heart. A, Heat map of linear mixed effect (LME) model estimates for lipids. B, Heat map of LME model estimates for polar metabolites with Glass's Δ effect sizes from postnatal day 1 (P01). *q<0.01 compared with P01. Cer indicates ceramide; FA, fatty acid; LysoPC, lysophosphatidylcholine; LysoPE, lysophosphatidylethanolamine; MG, monoacylglycerol; PC, phosphatidylcholine; PE, phosphatidylethanolamine; SM, sphingomyelin.

In line with the transcriptomics and proteomics results, the metabolomics data show a distinct transition from carbohydrates to lipids as the main source of energy. The abundances of glucose and sugar derivatives (glucose, glucose‐6‐phosphate, fructose‐6‐phosphate, galactose‐6‐phosphate) were downregulated at P23 compared with P01 (Figure 4B), whereas the abundances of most fatty acids and components of glycerolipid metabolism (glycerol‐3‐phosphate, glycerol‐2‐phosphate, glycerol, glyceric acid) increased after P01 (Figure 4A and 4B). The increased fatty acid β‐oxidation was also reflected as increased abundance of acylcarnitines at P04 and P09 (Figure 4A). However, most metabolites of the citric acid cycle (citric acid, fumaric acid, pyruvic acid, malic acid, lactic acid), pentose‐phosphate pathway (D‐seduloheptulose‐7‐phosphate), and glycolysis (lactic acid, pyruvic acid) exhibited a constant rise with increasing postnatal age (Figure 4B), reflecting a total increase in energy metabolism. No changes were detected in the levels of citric acid cycle metabolites succinic acid and α‐ketoglutarate (Appendix S4). These data indicate a transition from carbohydrates to fatty acids as the main source of energy and a total increase in energy metabolism over the early postnatal period.

In addition to the general increase in fatty acid abundance, various lipid species (phospholipids, lysophospholipids, monoacylglycerides, and fatty acids) displayed interesting changes in abundance (Figure 4A). For phospholipids, there was a general trend toward increased saturation level along with increasing postnatal age. All phospholipids showing a constant decrease from P01 to P23 were unsaturated, and many of them were polyunsaturated. The phospholipid species with saturated medium‐to‐long‐chain fatty acids exhibited an increase at P04 and P09 followed by a decrease at P23. Several lysolipid species (LysoPC and LysoPE) increased at P04 and remained constant or increased further through P09 to P23, with the exception of lysolipids with fatty acids 16:1 and 18:1, which decreased after P01, or 14:0, which decreased after P04. Interestingly, myristic acid (fatty acid 14:0) exhibited a comparable pattern both as a free fatty acid and when incorporated into other lipid species (eg, ceramide, sphingomyelin, or phosphocholine): The abundance increased at P04 and P09 and decreased at P23. A similar pattern was also observed for other medium‐chain saturated fatty acid species (Figure 4A).

The levels of most amino acids displayed an initial increase at P04 and/or P09 followed by a decrease at P23 (Figure 4B). In contrast to other (proteinogenic) amino acids, the abundance of glutamic acid, alanine and histidine increased initially but remained significantly higher at P23 compared with P01 (Figure 4B). The increase in amino acid abundance from P01 to P09 likely reflects the active protein synthesis required during cardiomyocyte growth and maturation.

We also observed significant changes in purine metabolism, particularly among the metabolites of AMP catabolism. The levels of AMP had decreased already at P04, paralleled by an increase in the abundance of its degradation pathway metabolites inosine, hypoxanthine, and xanthine (Figure 4B). This likely reflects the alterations in the energy metabolism, as high AMP abundance immediately after birth would promote fatty acid β‐oxidation through AMPK (AMP‐activated protein kinase).^39^ In line with the postnatal increase in cardiac workload, we also observed increased abundance of creatine and creatinine at P09 and P23 compared with P01 (Figure 4B). Other interesting metabolite findings include the increase of the ascorbic acid metabolites L‐threonic acid and threonic acid 1,4‐lactone on P09 and P23, respectively, reflecting increased oxidative stress with increasing postnatal age.

### Multiomics Integration

For comprehensive multiomics integration, we utilized fuzzy c‐means clustering, in which the transcripts, proteins, and metabolites were assigned into ≥1 clusters based on their abundance patterns (Figure 5A, Figure S6). We compared transcriptomics and proteomics clusters on transcript/protein levels but also for enriched GO terms and KEGG pathways (q<0.01). The percentage of proteomics clusters covered by the RNAseq clusters are shown in Figure 5B for the proteins/transcripts and biological process GO terms and in Figure S7A for cellular component and molecular function GO terms and KEGG pathways. Selected enriched GO terms and KEGG pathways and their enrichment in each transcriptomics and proteomics cluster are presented in Figure 5C (cellular component GO terms in Figure S7B).

**Figure 5:**
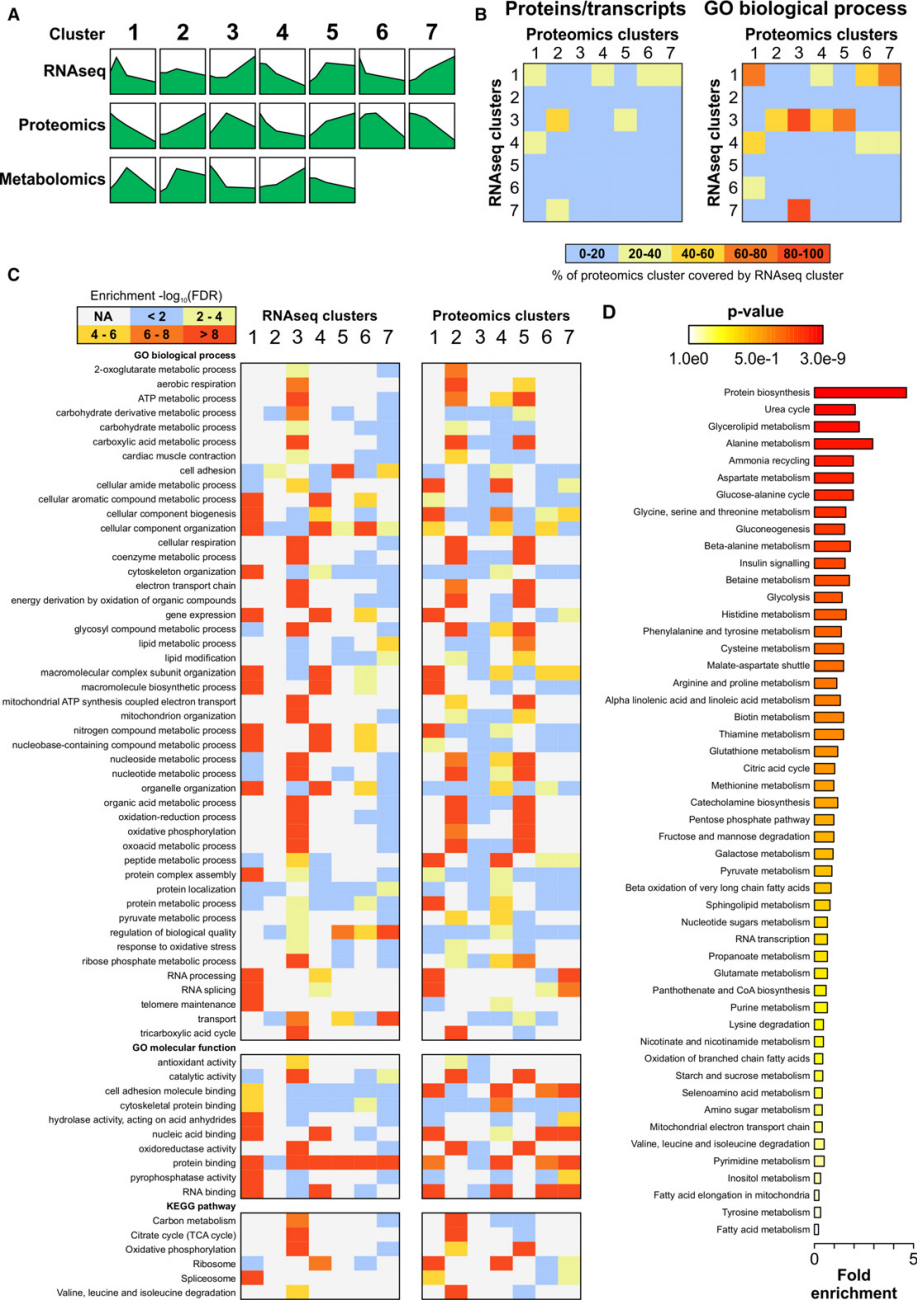
Multiomics integration with fuzzy c‐means clustering. A, Median abundance patterns of mRNAs, proteins, and metabolites in each cluster. Detailed images of clusters and the scales for the *y*‐axis are in Figure S6. B, The percentage of proteomics clusters covered by the RNA sequencing (RNAseq) clusters at the level of transcripts/proteins (left) and enriched biological process gene ontology (GO) terms (q<0.01) in the clusters (right). C, A heat map of −log_10_ false discovery rate (FDR) values of selected GO terms and KEGG pathways in RNAseq and proteomics clusters. D, Metabolite set enrichment analysis performed on the union of metabolites in all clusters indicating the biological processes associated with metabolite changes. CoA indicates coenzyme A; NA, not assessed.

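For the mRNAs of the 2 RNAseq clusters whose lists are held complete here, the mean level was followed over the time points. Of the 1512 genes of cluster 1, 1401 were tested and 1368 had their highest mean at P04. Their mean log2 CPM was 4.88 ± 0.0476 at P01, 5.38 ± 0.0158 at P04, 4.73 ± 0.0233 at P09 and 4.08 ± 0.0399 at P23 (SD, n = 3 pools). Of the 814 genes of cluster 2, 374 were tested and 201 had their highest mean at P09. Their mean log2 CPM was 4.13 ± 0.0309 at P01, 4.13 ± 0.0238 at P04, 4.32 ± 0.0276 at P09 and 3.99 ± 0.0271 at P23. The study formed these clusters from the same samples, so the patterns are not independent evidence. The other clusters were not used here.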

Because fuzzy clustering could only be carried out separately for the 2 sample sets, it provided only a little more insight to the metabolomics data compared with the linear mixed effects model. Consequently, instead of analyzing the individual metabolomics clusters, we performed metabolite set enrichment analysis on all significantly changed and identified metabolites to investigate the metabolic pathways with which the significantly up‐ or downregulated metabolites were associated. Based on metabolite set enrichment analysis, the 3 most significantly enriched metabolic pathways were protein biosynthesis, urea cycle, and glycerolipid metabolism (Figure 5D). Enrichment of multiple individual amino acid metabolic pathways was also observed. The high enrichment of urea cycle metabolites correlated with the changes in individual metabolites, such as arginine and fumarate (Figure 4B). Not all identified urea cycle metabolites, however, exhibited statistically significant changes (eg, aspartate and urea; Appendix S4).

Multiomics integration for the KEGG pathway “glycolysis and gluconeogenesis” is presented in Figure S8 as an example. In line with the data from the individual omics analyses, glycolysis was not uniformly activated or inactivated. Instead, the genes and proteins in the beginning and the end of the pathway were either upregulated at later time points or exhibited variable abundance patterns, whereas the genes and proteins in the middle of the pathway were either downregulated with increasing postnatal age or displayed variable expression patterns. 

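The glucose transporter gene Slc2a4 (1.77 ± 0.065, log2 fold change ± SE) and the hexokinase gene Hk2 (1.62 ± 0.069) were higher at P23 than at P01, while Gpi1 (-0.18 ± 0.0553) and Hk1 (-0.31 ± 0.0665) did not pass the fold change threshold. Of 12 genes of the beginning of glycolysis, 5 rose and 1 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.00281, and adjusted p = 0.0534 with an estimated correlation). With no filter on low counts the camera p was 0.0246. From P09 to P23, 6 rose and 0 fell (the same counts when adjusted over the list alone; camera adjusted p = 7.36e-07, and adjusted p = 0.0278 with an estimated correlation). Of 11 genes of the middle, 4 rose and 2 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.334, and adjusted p = 0.712 with an estimated correlation). The aldolase gene Aldoc fell from P01 to P09 (-4.26 ± 0.244), while Bpgm (1.22 ± 0.163), the muscle enolase gene Eno3 (0.91 ± 0.0591) and Aldoa (0.81 ± 0.0615) rose to P23. Of 7 genes of the end, 2 rose and 0 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.0102, and adjusted p = 0.116 with an estimated correlation). These were Pdha1 (0.80 ± 0.0549) and Dlat (0.76 ± 0.0634), of the pyruvate dehydrogenase complex, which did not reach the fold change threshold with total counts (0.57 and 0.53). The camera p of this list was under 0.01 without P01 replicate 1 (0.00617), 2 (0.00547) or 3 (0.00897), without P23 replicate 1 (0.00738), with no filter on low counts (0.000736) and with replicate numbers as blocks (0.00871).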

Most enzymes of the related pyruvate metabolism pathway were also differentially expressed on mRNA and/or protein levels within the early postnatal period (Figure S9).

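On the mRNA level, 22 of 36 tested genes of the pyruvate metabolism list changed in at least 1 edgeR comparison, against 43.0% of all genes. Of the 22, 17 went upward in at least 1 and 6 downward in at least 1. The mean level was highest at P23 for 26 of the genes. From P04 to P23, 13 rose and 4 fell (the same counts when adjusted over the list alone; camera adjusted p = 5.86e-05, and adjusted p = 0.0728 with an estimated correlation), or 8 and 6 with total counts.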

To identify potential upstream regulators of gene and protein expression changes in each RNAseq and proteomics cluster, we subjected the individual clusters to Ingenuity pathway analysis (Qiagen).^40^ Upstream regulators belonging to the classes *transcription regulator, microRNA*, and *chemical—endogenous mammalian* were included in the analyses. Of transcriptional regulators, HAND1 was identified as a potential upstream regulator for RNAseq cluster 5 and proteomics cluster 3 (Appendix S5), which is in line with its known role in the regulation of postnatal energy metabolism. In the microRNA analyses, miR‐1, miR‐21, miR‐122, and let‐7 were identified as potential upstream regulators of various mRNA and protein clusters (Appendix S5). Furthermore, the analysis of endogenous chemicals identified several interesting metabolites as potential regulators of up‐ and downregulated mRNAs and proteins—palmitic acid, cholesterol, fatty acid, amino acids, and butyric acid (Appendix S5)—correlating well with the metabolomics data. This multiomics integration and upstream regulator analysis prompted us to investigate postnatal changes in cardiac amino acid metabolism, fatty acid synthesis, mevalonate pathway (cholesterol synthesis), and ketogenesis in more detail.

### BCAA Catabolism

To gain deeper insight into the significant enrichment of the KEGG pathway “valine, leucine, and isoleucine degradation” in transcriptomics and proteomics clusters showing upregulation throughout the postnatal period, we focused on BCAA catabolism in more detail. The concentrations of valine, leucine, and isoleucine increased from P01 to P09, after which they decreased to P01 levels or lower at P23 (Figure 6A). 

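Of 45 tested genes of BCAA degradation, 14 rose and 6 fell from P01 to P23 and 25 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.00939, and adjusted p = 0.198 with an estimated correlation). Among the changes were the fall of the aldehyde dehydrogenase gene Aldh1b1 (-2.55 ± 0.104, log2 fold change ± SE) and the rises of Oxct1 (2.22 ± 0.0897) and Aox1 (1.85 ± 0.156). Hadha (-0.29 ± 0.0519) and Acaa2 (-0.14 ± 0.0653), abundant genes shared with fatty acid oxidation, did not pass the fold change threshold. The camera p was over 0.01 with RLE size factors (0.0102), with replicate numbers as blocks (0.0102), with total counts (0.0312, with 9 rises and 6 falls), and without P01 replicate 1 (0.0161), P04 replicate 1 (0.0111) or 3 (0.0104), P09 replicate 1 (0.0112) or P23 replicate 3 (0.0157).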

Most enzymes in the BCAA degradation pathway were significantly upregulated at P23 compared with P01 on either transcript or protein levels, or both (Figure 6B). On the mRNA level, most differentially expressed genes were upregulated between P09 and P23, thus correlating directly with the BCAA concentrations. 

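Over the 6 comparisons, 28 of the 45 genes changed at least once, against 43.0% of all genes tested. Of the 28, 22 rose at least once. The mean level was highest at P23 for 30 genes. From P01 to P04, 1 rose and 6 fell (the same counts when adjusted over the list alone; camera adjusted p = 3.58e-06, and adjusted p = 0.0278 with an estimated correlation). From P04 to P23, 21 rose and 5 fell (the same counts when adjusted over the list alone; camera adjusted p = 3.64e-06, and adjusted p = 0.0582 with an estimated correlation), or 13 and 5 with total counts. Bcat2, which encodes the mitochondrial aminotransferase of the first step, rose from P09 to P23 (1.05 ± 0.104, log2 fold change ± SE), as did Bckdhb (1.00 ± 0.119), which encodes the beta subunit of the branched-chain ketoacid dehydrogenase.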

Of the 37 quantified individual proteins on this pathway, 19 and 31 proteins were upregulated at P09 and P23, respectively, compared with P01 (set 2 samples; Appendix S3). The rate‐limiting step of BCAA catabolism is mediated by the branched‐chain α‐ketoacid dehydrogenase (BCKDC or BCKDH) complex, the activity of which is controlled by inactivating phosphorylation and activating dephosphorylation. Both the α subunit of the complex, *Bckdha*, and the protein phosphatase responsible for BCKDH activation (*Ppm1k*, protein phosphatase, Mg2+/Mn2+ dependent 1K) were significantly upregulated on the mRNA level at P23, and BCKDHA protein abundance was upregulated at P23 (PPM1K was not detected; Table S2).

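Bckdha (ENSMUSG00000060376, chromosome 7 from 25629946 to 25658981) had 74.5 ± 1.45 CPM at P01, 38.8 ± 2.06 at P04, 74.4 ± 3.69 at P09 and 194 ± 9.88 at P23 (SD, n = 3 pools). The log2 fold change was -0.95 (standard error 0.0856, edgeR q = 8.2e-13) from P01 to P04, 1.37 (standard error 0.0748, edgeR q = 5.57e-22) from P01 to P23 and 1.38 (standard error 0.0692, edgeR q = 6.97e-23) from P09 to P23. Ppm1k (ENSMUSG00000037826, chromosome 6 from 57506502 to 57535468) had 94.6 ± 5.11 CPM at P01, 52.3 ± 3.56 at P04, 63 ± 1.21 at P09 and 179.9 ± 26.7 at P23, a log2 fold change of -0.87 (standard error 0.0872, edgeR q = 2.85e-11) from P01 to P04, 0.95 (standard error 0.0795, edgeR q = 5.74e-15) from P01 to P23 and 1.55 (standard error 0.0768, edgeR q = 5.97e-23) from P09 to P23. The gene of the inactivating kinase, Bckdk (ENSMUSG00000030802, chromosome 7 from 127904082 to 127910221), had 93.9 ± 1.04 CPM at P01 and 95.5 ± 1.24 at P23, a log2 fold change of 0.02 (standard error 0.0785, edgeR q = 0.818), and did not pass the thresholds in any of the 6 comparisons.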

**Figure 6:**
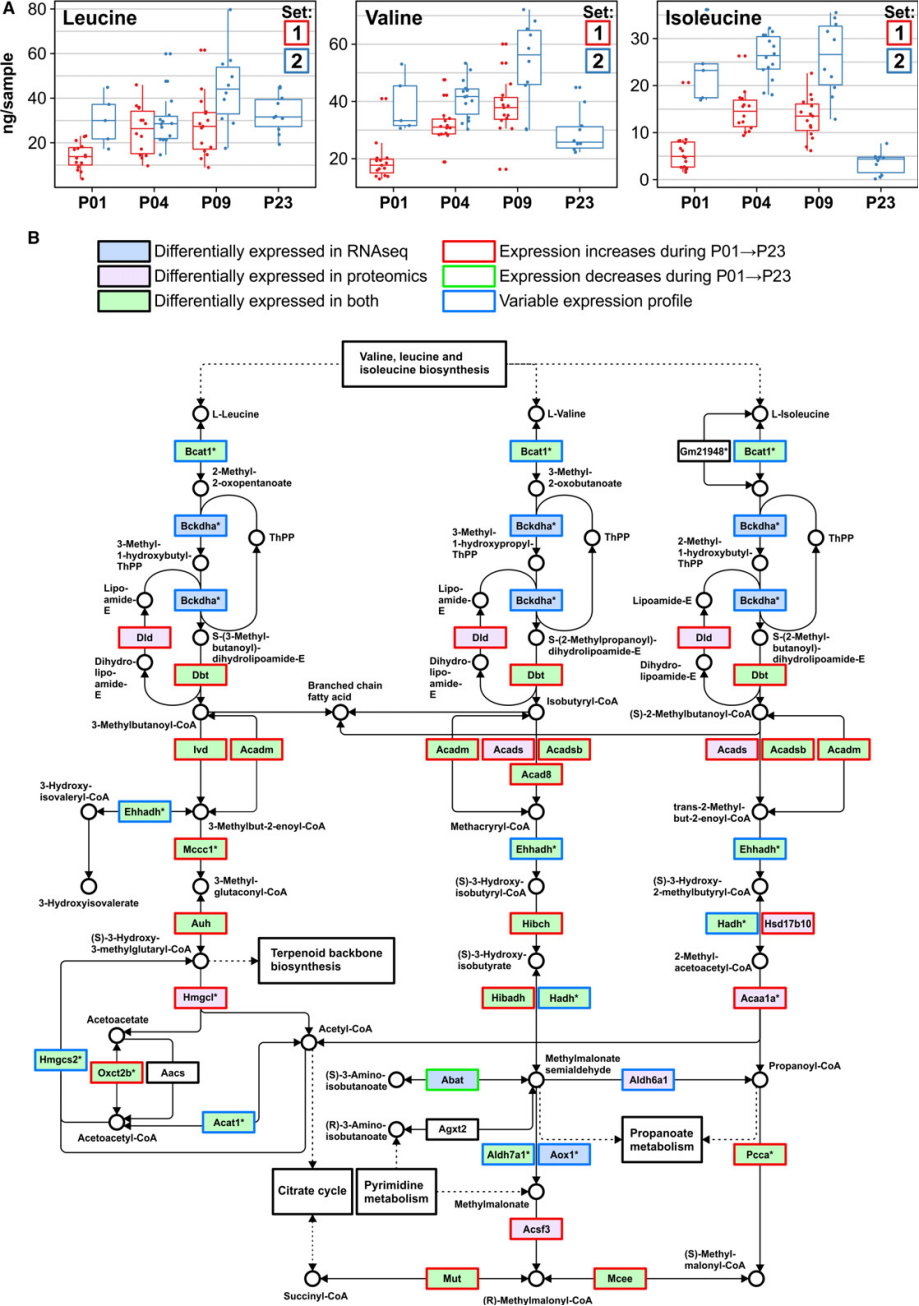
Postnatal changes in branched chain amino acid degradation in the mouse heart. A, Concentrations of branched chain amino acids valine, leucine, and isoleucine in mouse ventricular tissue. B, The KEGG pathway map of valine, leucine, and isoleucine degradation indicating up‐ and downregulated transcripts and proteins. *Multiple enzymes may catalyze the same reaction. All gene symbol explanations are available in Appendix S1. The KEGG pathway image is modified and reprinted with permission from the Kyoto Encyclopedia of Genes and Genomes.^65^ P indicates postnatal day; RNAseq, RNA sequencing.

### Fatty Acid Metabolism

The main enzymes regulating the abundance of free fatty acids are FASN (fatty acid synthase); ACSLs (long‐chain acyl‐CoA [acyl‐coenzyme A] synthetases), which attach CoA to free fatty acids; and ACOTs (acyl‐CoA thioesterases), which remove the CoA from acyl‐CoA, thus releasing free fatty acid (Figure 7A). The relative mRNA levels of FASN, ACOTs, and ACSLs are presented in Figure 7B. 

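Fasn (ENSMUSG00000025153, chromosome 11 from 120805846 to 120824547), the fatty acid synthase gene, had 289 ± 25.6 CPM at P01, 226 ± 26.9 at P04, 143 ± 4.53 at P09 and 82.8 ± 5.56 at P23 (SD, n = 3 pools), a log2 fold change of -1.02 (standard error 0.0701, edgeR q = 8.66e-17) from P01 to P09 and -1.83 (standard error 0.0808, edgeR q = 1.97e-24) from P01 to P23. The long-chain acyl-CoA synthetase gene Acsl3 (ENSMUSG00000032883, chromosome 1 from 78657825 to 78707743) fell from 127 ± 20.7 CPM at P01 to 72.5 ± 6.82 at P04 (-0.82 (standard error 0.0952, edgeR q = 1.29e-08)) and 10.9 ± 1.75 at P23 (-3.63 (standard error 0.141, edgeR q = 4.5e-23)). Acsl4 (ENSMUSG00000031278, chromosome X from 142317993 to 142390535) had 46.1 ± 7.94 CPM at P01, 26.4 ± 0.778 at P09 and 28.9 ± 4.31 at P23. It fell from P01 to P09 (-0.84 (standard error 0.107, edgeR q = 5.6e-09)), and its value from P01 to P23, -0.72 (standard error 0.122, edgeR q = 1.55e-06), did not reach the fold change threshold without P01 replicate 1 (-0.54). The thioesterase genes Acot1 (ENSMUSG00000072949, chromosome 12 from 84009490 to 84018371) and Acot2 (ENSMUSG00000021226, chromosome 12 from 83987861 to 83993873) are similar in sequence, and how their reads divide is uncertain. Acot1 had 45.7 ± 1.52 CPM at P01, 27.1 ± 3.08 at P09 (-0.78 (standard error 0.1, edgeR q = 6.3e-09)) and 7.29 ± 1.2 at P23 (-2.73 (standard error 0.153, edgeR q = 1.3e-21)). Acot2 had 179 ± 17.3 CPM at P01 and 67.2 ± 10.2 at P23 (-1.46 (standard error 0.0891, edgeR q = 2.57e-18)). Acot13 (ENSMUSG00000006717, chromosome 13 from 24817948 to 24831540) had 125 ± 9.23 CPM at P01, 127 ± 5.12 at P04 and 209 ± 5.76 at P23. On the log2 scale the change was 0.75 (standard error 0.0694, edgeR q = 1.52e-13) from P01 to P23 and 0.71 (standard error 0.0674, edgeR q = 3.07e-13) from P04 to P23, and both fell short of the threshold with total counts (0.52 and 0.45). Of the 12 genes of this group, 0 rose and 5 fell from P01 to P09 (the same counts when adjusted over the list alone; camera adjusted p = 0.000274, and adjusted p = 0.0485 with an estimated correlation). The study chose the genes, so the count is not independent evidence.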

Downregulation of *Acot1*,* Acot2*,* Acsl3, Acsl4*, and *Fasn* was observed after P01, whereas *Acot13* was upregulated at P23. In general, there was relatively poor correlation between protein (Figure 7C) and mRNA expression. The abundance of ACOT isoforms increased, except for ACOT1, which was first upregulated at P04 and P09, followed by downregulation at P23. The abundance of ACSL1 increased over the postnatal period. FASN, however, was strongly downregulated at P23 to undetectable levels, correlating with the mRNA expression pattern. The products of the cytosolic ACOT1 and mitochondrial ACOT2, saturated and monounsaturated medium‐to‐long‐chain fatty acids,^41^ exhibited almost identical patterns with an initial increase peaking at P04 or P09, followed by strongly diminished levels at P23 (Figure 7D) and thus correlating with ACOT1 abundance. Furthermore, most enzymes in the KEGG pathway “fatty acid degradation” were differentially expressed on mRNA and/or protein levels (Figure S10). These data reflect the complex regulation of fatty acid levels in the postnatal heart in response to the increased fatty acid abundance from nutrients.

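Of 35 tested genes of fatty acid degradation, 17 changed on the mRNA level in at least 1 edgeR comparison, against 43.0% of all genes. Of the 17, 10 went upward in at least 1 and 10 downward in at least 1. From P01 to P23 the alcohol dehydrogenase gene Adh1 rose (1.56 ± 0.3, log2 fold change ± SE), and Acsl3 and Aldh1b1 fell. The synthetase gene Acsl1, abundant in the heart, had 0.07 ± 0.0514 and did not pass. In that comparison 9 rose and 6 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.879, and adjusted p = 0.909 with an estimated correlation), with a median log2 fold change of 0.07 where camera's direction was down. With total counts, 4 rose and 8 fell, with a median of -0.16. Of 21 genes of mitochondrial fatty acid uptake and beta-oxidation, 4 rose and 0 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.28, and adjusted p = 0.602 with an estimated correlation), with the enoyl-CoA hydratase gene Echs1 at 0.83 ± 0.0779. With total counts, 1 rose and 3 fell, and the median log2 fold change turned from 0.15 to -0.08.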

**Figure 7:**
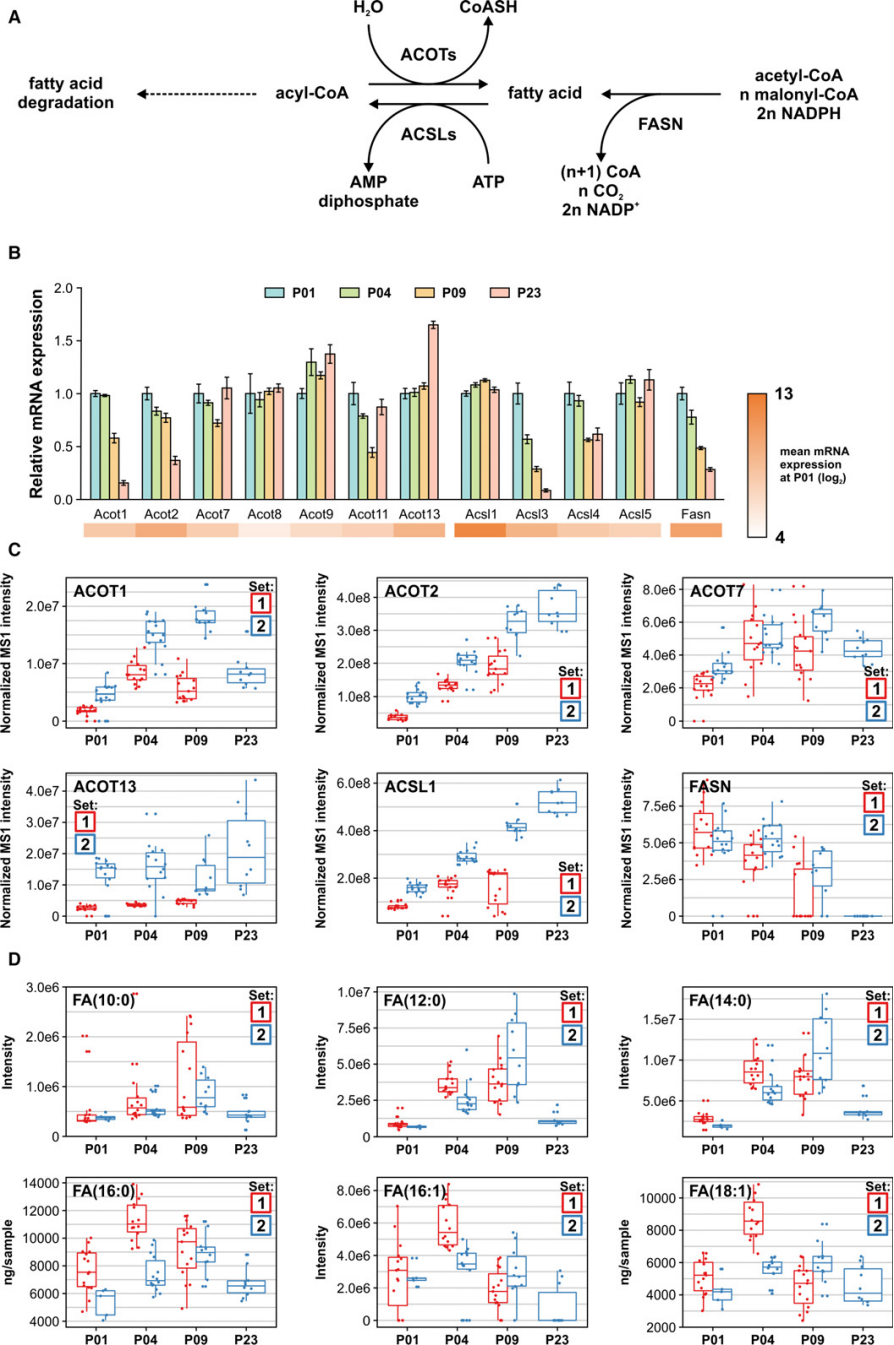
Postnatal changes in fatty acid metabolism in the mouse heart. A, The levels of free fatty acids (FAs) are regulated by ACOTs (acyl‐CoA [acyl‐coenzyme A] thioesterases) that hydrolyze acyl‐CoAs to CoASH (free coenzyme A) and free FAs, ACSLs (long‐chain FA–CoA ligases) that activate free FAs by ligation of CoA, and FASN (FA synthase). B, Relative mRNA expression of enzymes regulating the concentrations of free FAs, shown as mean±SEM (n=3 pooled samples, each from 3 hearts). C, Normalized label‐free quantification intensities of FA‐regulating enzymes detected in proteomics. D, The abundances or concentrations of selected free FAs. MS1 indicates precursor ion mass spectrum; P, postnatal day.

### Mevalonate Pathway and Ketogenesis

Because HMGCS2 (HMG‐CoA [hydroxymethylglutaryl‐CoA] synthase 2) was the most significantly upregulated protein from P01 to P04 and cholesterol biosynthesis was one of the enriched metabolism‐related biological processes in GO enrichment analysis, the HMGCS‐mediated mevalonate pathway and ketogenesis were investigated in more detail. The HMGCS‐catalyzed synthesis of HMG‐CoA serves as a substrate for HMGCR (HMG‐CoA reductase) in the mevalonate pathway and HMGCL (HMG‐CoA lyase) in ketogenesis (Figure 8A). Both the cytosolic *Hmgcs1* and the mitochondrial *Hmgcs2* isoforms were downregulated at the mRNA level at P09 and P23 compared with P01, whereas there was no change in the mRNA levels of the upstream enzyme ACAT1 (acetyl‐CoA acetyltransferase; Figure 8B). 

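Hmgcs1 (ENSMUSG00000093930, chromosome 13 from 119690379 to 119708260) had 118 ± 9.41 CPM at P01, 138 ± 7.21 at P04, 71.9 ± 4.38 at P09 and 71.8 ± 3.29 at P23 (SD, n = 3 pools). On the log2 scale it changed by -0.71 (standard error 0.0725, edgeR q = 9.05e-12) from P01 to P09 and -0.73 (standard error 0.0813, edgeR q = 4.7e-11) from P01 to P23. Acat1 (ENSMUSG00000032047, chromosome 9 from 53580522 to 53610382) had 484 ± 16.7 CPM at P01, 502 ± 13.3 at P04, 526 ± 9.89 at P09 and 536 ± 7.64 at P23, with log2 fold changes of 0.03 to 0.15 over the 6 comparisons, all within the fold change threshold.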

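Oxct1 (ENSMUSG00000022186, chromosome 15 from 4026383 to 4155344), which encodes the enzyme that commits ketone bodies to oxidation, had 246 ± 32.9 CPM at P01, 393 ± 23.9 at P04, 329.9 ± 37.4 at P09 and 1134 ± 43.2 at P23 (SD, n = 3 pools; edgeR q = 9.42e-13 from P09 to P23). Bdh1 (ENSMUSG00000046598, chromosome 16 from 31422280 to 31458901), the gene of the dehydrogenase that interconverts acetoacetate and 3-hydroxybutyrate, was low at all ages, with 1.97 ± 1.36 CPM at P01, 0.491 ± 0.23 at P04, 0.215 ± 0.032 at P09 and 2.32 ± 0.875 at P23. It rose from P09 to P23 by a log2 fold change of 3.21 (standard error 0.64, edgeR q = 4.18e-05). From P01 to P09 the value was -2.65 (standard error 0.68, edgeR q = 0.00142), or -3.50 without P01 replicate 1, and the call was lost without P01 replicate 2 (-2.21, edgeR q = 0.0211) or 3 (-2.28, edgeR q = 0.0211).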

Of the enzymes regulating ketone body abundance, expression of *Bdh1* was significantly lower at P09 compared with P01 or P23, and the expression of *Oxct1*, which oxidizes ketone bodies, was upregulated after P09. In the mevalonate pathway, *Hmgcr* expression was downregulated at P09 compared with P01 or P04 and at P23 compared with P04. Similarly, *Mvk* (mevalonate kinase), *Pmvk* (phosphomevalonate kinase), and *Idi1* (isopentenyl‐diphosphate δ‐isomerase 1) were downregulated with increasing postnatal age. Of these enzymes, ACAT1, HMCSS2, HMGCL, and OXCT1 (3‐oxoacid CoA‐transferase 1) were reliably quantified in proteomics (Figure 8C). 

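Mvk (ENSMUSG00000041939, chromosome 5 from 114444269 to 114460591) had 11.1 ± 0.873 CPM at P01, 14.2 ± 1.93 at P04, 8.29 ± 0.59 at P09 and 9.92 ± 1.09 at P23 (SD, n = 3 pools), and fell from P04 to P09 (-0.78 (standard error 0.152, edgeR q = 3.72e-05)). Its value from P01 to P23, -0.21 (standard error 0.195, edgeR q = 0.364), did not pass the test. Pmvk (ENSMUSG00000027952, chromosome 3 from 89454541 to 89469013) had 29 ± 5.7 CPM at P01, 27.3 ± 4.48 at P04, 18.9 ± 1.02 at P09 and 13.4 ± 1.13 at P23, with log2 fold changes of -1.10 (standard error 0.156, edgeR q = 3.24e-08) from P01 to P23 and -0.98 (standard error 0.154, edgeR q = 3.44e-07) from P04 to P23. Idi1 (ENSMUSG00000058258, chromosome 13 from 8885501 to 8892451) had 5.66 ± 0.928 CPM at P01, 6.3 ± 1.84 at P04, 1.87 ± 0.17 at P09 and 2.12 ± 0.28 at P23. It fell from P01 to P09 (-1.61 (standard error 0.284, edgeR q = 6.93e-06)), from P04 to P09 (-1.79 (standard error 0.263, edgeR q = 1.5e-07)) and from P01 to P23 (-1.46 (standard error 0.345, edgeR q = 0.000314)).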

The abundances of ACAT1 and HMGCL increased throughout the early postnatal period, whereas HMGCS2 peaked at P04 and was downregulated to undetectable levels by P23 and OXCT1 was upregulated from P09 to P23. At the metabolite level, the end product of ketogenesis, 3‐hydroxybutyric acid (β‐hydroxybutyrate), peaked at P09 and was downregulated at P23 (Figure 8D), correlating with changes in the abundance of HMGCS2, which is the rate‐limiting enzyme of ketogenesis, and OXCT1. Metabolites of the mevalonate pathway were not detected or identified; however, the concentrations of cholesterol, which is produced from mevalonate, increased at P09 and decreased thereafter (Figure 8D). Collectively, these results show that the HMGCS‐mediated mevalonate pathway and ketogenesis are activated transiently after birth in the mouse heart.

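Of 11 genes of the mevalonate pathway and of ketone body metabolism in Figure 8B, 0 rose and 4 fell from P04 to P09 (the same counts when adjusted over the list alone; camera adjusted p = 0.00585, and adjusted p = 0.0861 with an estimated correlation). Without P04 replicate 1 the camera p was 0.011. The list did not pass in the other comparisons. From P01 to P04, 1 rose and 0 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.609, and adjusted p = 0.697 with an estimated correlation). From P01, 0 rose and 5 fell to P09 (the same counts when adjusted over the list alone; camera adjusted p = 0.0243, and adjusted p = 0.105 with an estimated correlation; camera adjusted p = 0.00942 without P23 replicate 3), with 3 falls without P01 replicate 2 and 2 without P01 replicate 3. To P23, 1 rose and 4 fell from P01 (the same counts when adjusted over the list alone; camera adjusted p = 0.557, and adjusted p = 0.651 with an estimated correlation), 2 rose and 5 fell from P04 (the same counts when adjusted over the list alone; camera adjusted p = 0.383, and adjusted p = 0.543 with an estimated correlation), and 2 rose and 1 fell from P09 (the same counts when adjusted over the list alone; camera adjusted p = 0.433, and adjusted p = 0.52 with an estimated correlation), where the median log2 fold change of 0.07 was -0.13 with total counts, with 2 falls. The mean level was highest at P04 for 4 genes, at P01 for 3 and at P23 for 4. The study chose these genes, so their direction is not independent evidence. From its measurements of mRNAs, proteins and metabolites, of which only the mRNAs were analysed here, the paper concludes that both pathways are active for a limited time after birth.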

**Figure 8:**
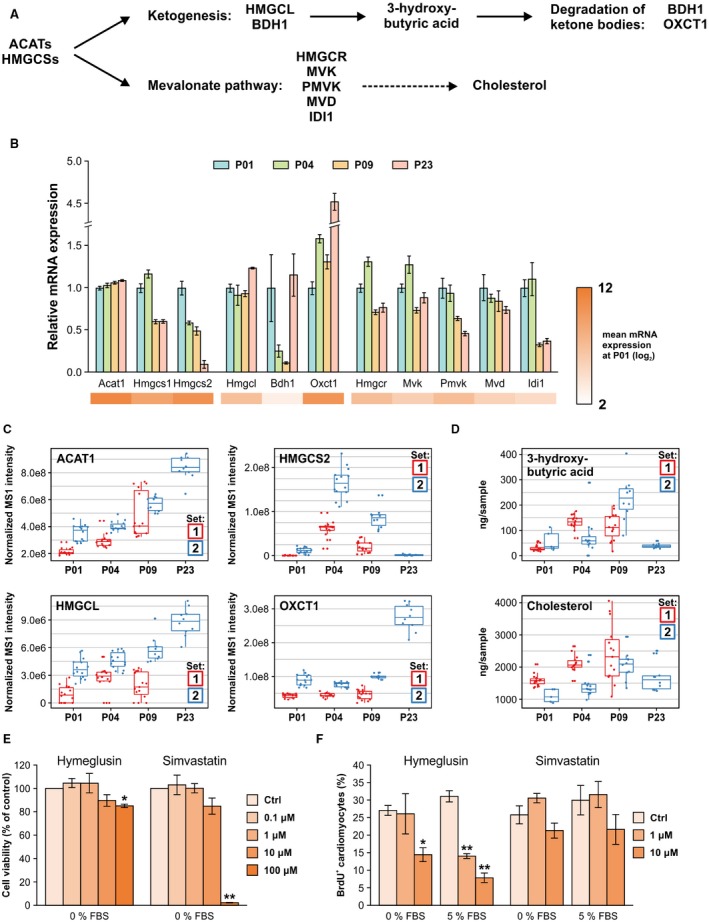
Ketogenesis and mevalonate pathways in the early postnatal heart. A, ACATs (acetyl‐CoA [acetyl‐coenzyme A] acetyltransferases) and HMGCSs (hydroxymethylglutaryl‐CoA synthases) catalyze HMG‐CoA (hydroxymethylglutaryl‐CoA) synthesis. HMG‐CoA serves as a substrate for the ketogenesis route producing 3‐hydroxybutyrate and the mevalonate pathway producing mevalonate, which can be further used for cholesterol synthesis. B, Relative mRNA expression of selected ketogenesis and mevalonate pathway components, shown as mean±SEM (n=3 pooled samples, each from 3 hearts). C, Normalized label‐free quantification intensities of proteins detected in the ketogenesis and mevalonate pathways. D, Concentrations of 3‐hydroxybutyrate and cholesterol over the early postnatal period. E and F, Effect of HMGCS inhibition with hymeglusin and HMGCR (HMG‐CoA reductase) inhibition with simvastatin on neonatal rat ventricular cardiomyocyte viability (E) and proliferation (F). Cell viability was assessed using the MTT assay, and cell proliferation was quantified as the percentage of BrdU‐positive cells after 24‐hour exposure. The data are expressed as mean±SEM from 3 independent experiments. *P<0.05, **P<0.01 compared with control (Ctrl); Welch ANOVA followed by Games‐Howell. All gene symbol explanations are available in Appendix S1. BDH1 indicates 3‐hydroxybutyrate dehydrogenase 1; FBS, fetal bovine serum; HMGCL, hydroxymethylglutaryl–coenzyme A lyase; IDI1, isopentenyl‐diphosphate δ‐isomerase 1; MVD, mevalonate diphosphate decarboxylase; MS1, precursor ion mass spectrum; MVK, mevalonate kinase; OXCT1, 3‐oxoacid CoA‐transferase 1; PMVK, phosphomevalonate kinase.

To evaluate the role of mevalonate pathway and ketogenesis in cardiomyocyte proliferation, we investigated the effects of pharmacological HMGCS and HMGCR inhibition on the viability and proliferation of neonatal rat ventricular cardiomyocytes. The HMGCS inhibitor hymeglusin^42^ induced a ≈15% decrease in cell viability at 100 μmol/L but had no effect at lower concentrations (Figure 8E and 8F). However, simultaneous inhibition of the mevalonate and ketogenesis routes with hymeglusin decreased the percentage of BrdU‐positive cardiomyocytes in both serum‐free and serum‐stimulated conditions already at smaller, nontoxic concentrations (10 and 1–10 μmol/L, respectively; Figure 8E and 8F). Inhibition of the mevalonate pathway alone using the HMGCR inhibitor simvastatin, however, had no effect on the percentage of BrdU‐positive cardiomyocytes at nontoxic concentrations (Figure 8E). These results indicate that the HMGCS‐mediated ketogenesis may participate in regulating cardiomyocyte cell cycle activity.

## Discussion

Therapeutic strategies to promote regeneration of the adult human hearts are urgently sought.^12^, ^13^ Nevertheless, more detailed understanding of the metabolic changes and signaling pathways mediating cardiomyocyte maturation and cell cycle withdrawal is required for the development of regenerative therapies. In this work, we employed an integrated multiomics approach to investigate the metabolic changes occurring in the mouse heart within the early postnatal period to identify metabolic pathways associated with the postnatal loss of regenerative capacity. This study provides an important resource for molecule (RNA, protein, and metabolite) abundances in the neonatal mouse heart. Furthermore, we highlighted examples of metabolic pathways that exhibited correlative changes on all 3 levels.

According to previous reports and the present data, the cardiac energy metabolism changes drastically after birth in response to altered nutrient availability and transition to oxygen‐rich environment. Increased oxidative metabolism gives rise to reactive oxygen species causing oxidative stress and DNA damage, which is thought to contribute to cardiomyocyte cell cycle withdrawal.^19^, ^43^ Remarkably, exposure of adult mice to chronic hypoxia reduces oxidative metabolism and DNA damage and promotes cardiac regeneration after MI.^44^ Oxidative DNA damage does not, however, correlate directly with cardiomyocyte cell cycle withdrawal in humans.^45^ The fact that human pluripotent stem cell–derived cardiomyocytes continue to respond to mitogenic stimuli despite a normoxic environment may also indicate that other mechanisms contribute to the irreversible cell cycle withdrawal. Nevertheless, the metabolic switch from glycolysis to fatty acid oxidation, achieved by increased palmitic acid availability and insulin depletion, was recently reported to be sufficient for inducing irreversible cell cycle exit of human pluripotent stem cell–derived cardiomyocytes, indicating that oxidative metabolism plays a major role in regulating cardiomyocyte cell cycle.^46^ Furthermore, increased fatty acid abundance has been shown to mediate postprandial physiological cardiac hypertrophy in the Burmese python.^47^ Administration of a combination of myristic, palmitic, and palmitoleic acid to mice or pythons also induces cardiac hypertrophy without pathological fibrosis or activation of the fetal gene program. In this study, we showed a temporally regulated postnatal increase in the abundance of saturated and monounsaturated medium‐chained fatty acids—both as free fatty acids and in various lipid species such as ceramides, sphingomyelins, and phosphocholines. This transient increase could serve as the physiological mechanism regulating nonpathological cardiomyocyte hypertrophy during postnatal heart growth, as reported for the Burmese python.^47^ It is also tempting to speculate that the same fatty acids may play a role in driving postnatal cardiomyocyte cell cycle withdrawal, as reported for human pluripotent stem cell–derived cardiomyocytes.^46^

Another key finding of this work, not previously described in the context of postnatal heart development, is the temporal regulation of the mevalonate pathway, which was strongly activated immediately after birth and downregulated after the regenerative window. The mevalonate pathway plays a role in cancer cell proliferation and is upregulated by several oncogenic signaling routes.^48^ Furthermore, its downregulation has been linked to increased cell size in vivo,^49^ and inhibition of HMGCR, the rate‐limiting enzyme of mevalonate pathway, attenuates cell proliferation and increases cell size in various cell types in vitro.^50^ Under our experimental conditions, specific inhibition of the mevalonate pathway with simvastatin, however, had no effect on neonatal cardiomyocyte proliferation, indicating that the active mevalonate pathway is dispensable for cardiomyocyte proliferation.

Parallel to the mevalonate pathway, we observed transient postnatal activation of ketogenesis in the mouse heart. The circulating levels of β‐hydroxybutyrate, which is mainly produced in the liver, increase temporarily after birth and provide an important source of energy for the developing brain.^51^ However, the observed strong temporal upregulation of HMGCS2, the rate‐limiting enzyme of ketogenesis, indicates that ketone body synthesis is also locally regulated and postnatally activated in the myocardium. In addition to its role as a circulating energy source, β‐hydroxybutyrate participates in cellular signaling by acting on cell membrane receptors and by directly inhibiting histone deacetylases,^52^ which has been reported to suppress oxidative stress.^53^ Increased abundance of ketogenic enzymes has been linked to aggressiveness of prostate cancer,^54^ indicating that augmented ketogenesis may provide a proliferative advantage in certain conditions. We further showed that simultaneous inhibition of the mevalonate pathway and ketogenesis attenuates neonatal cardiomyocyte proliferation in vitro. Because inhibition of the mevalonate route with simvastatin had no effect on cardiomyocyte proliferation, our results suggest that the observed transient postnatal upregulation of ketogenesis in the postnatal mouse heart may participate in regulating the cardiomyocyte cell cycle. It is tempting to speculate that by inhibiting HMGCS, hymeglusin could reduce the production of β‐hydroxybutyrate, which is known to suppress oxidative stress through inhibition of histone deacetylases, and thereby increase oxidative stress and DNA damage and promote cardiomyocyte cell cycle withdrawal. Clarification of the exact mechanisms requires further investigation.

Unlike other amino acids, the BCAAs valine, leucine, and isoleucine are metabolized mainly in organs other than the liver, such as skeletal and cardiac muscle. They provide nitrogen for maintaining glutamate, alanine, and glutamine pools and function as signaling molecules activating mTOR (mammalian target of rapamycin) signaling, which regulates cardiac homeostasis and plays a crucial role in cardiac pathophysiology.^55^, ^56^ In addition, isoleucine has also been reported to inhibit the transport and utilization of fatty acids in skeletal muscle in mice.^57^ The observed increase in BCAA degradation in the postnatal heart is thus in line with the decreased protein synthesis at P23 and the increase in fatty acid metabolism after P01. Even though the abundance of BCAAs is altered in experimental models of pressure overload and MI,^58^ the postnatal changes observed in the present study are unlikely to contribute to the postnatal loss of cardiac regeneration, as they predominantly take place after the regenerative window.

With respect to methodological limitations, proteomic and metabolomic analyses can detect only a fraction of proteins and metabolites. By using shotgun proteomics, we were able to perform relative quantification of >2000 proteins. Hydrophobic (eg transmembrane) proteins and proteins with very low abundance, for example, were often below detection. To increase metabolite coverage, we applied 2 complementary MS‐based methods for the metabolomics analyses. Metabolite identification was confined to previously reported metabolites in spectral libraries; therefore, numerous detected metabolic features with interesting abundance patterns remain unidentified. In general, the correlation between mRNA and protein levels is only modest, which can be caused by, for example, variable protein turnover rates. Integration of protein turnover analysis to transcriptomics and proteomics was recently shown to increase the yield of identified disease gene candidates in pathological cardiac hypertrophy in mice,^59^ highlighting the benefit of adding further layers to omics‐based analyses. Qualitative and quantitative assessment of all biological processes has been deemed essential for the investigation of cardiac metabolism by the American Heart Association.^60^ In the present study, integration of 3 omics analyses with 4 time points over the early postnatal period provides a comprehensive view to the metabolic changes taking place in the developing heart. Interestingly, in some cases we observed surprisingly long delays in the abundance changes from mRNA to protein and from protein to metabolite, as exemplified by the mevalonate pathway and ketogenesis. This highlights how crucial it is not only to use several omics methods but also to include several time points when analyzing dynamic phenomena with integrative systems biology approaches.

Considering the multicellular composition of the heart, the present study cannot elucidate cardiomyocyte‐specific phenomena because the data represent tissue‐level changes. In cell volume, cardiomyocytes build up 70% to 80% of the cardiac tissue,^61^ whereas in cell numbers, cardiomyocytes constitute roughly one third of the cell population, and endothelial cells represent the most abundant cell type, with a ≈45% proportion.^62^ These 2 cell types play a crucial role in postinfarction cardiac regeneration and, unlike fibroblasts or leukocytes, fail to initiate the neonatal‐type gene expression response upon injury in adult hearts.^25^ In cardiomyocytes, this was suggested to result from chromatin inaccessibility and thus to represent an epigenetic roadblock that prevents cardiomyocyte cell cycle reentry. Recent evidence suggests that metabolic pathways are intimately connected with epigenetic regulation.^63^, ^64^ Whether the postnatal metabolic remodeling is in fact the driving force that induces cardiomyocyte cell cycle exit requires further investigation.

In summary, we used an integrative systems biology approach with 3 levels of omics analyses to characterize changes in molecule abundances throughout the early postnatal period and to identify metabolic pathways associated with cardiac regeneration. To our knowledge, this study is the first combining transcriptomics with untargeted proteomics and global metabolomics analyses over several time points in the early postnatal heart and, as such, provides an extensive resource for molecule abundances for future mechanistic studies. Furthermore, we present several examples of metabolic pathways with correlative changes on all omics levels. These include the well‐established metabolic switch from glycolysis to fatty acid β‐oxidation as well as many previously unreported changes in cardiac metabolic pathways, such as the mevalonate pathway and ketogenesis. Finally, we identified a biological function for mevalonate and ketone body metabolism in the heart with a potential role in the regulation of neonatal cardiomyocyte proliferation. This integrated molecule‐level data may open up new possibilities for the development of regenerative therapies.

## Sources of Funding

This study was supported by Business Finland (Tekes; project no. 40395/13, 3iRegeneration); the Finnish Foundation for Cardiovascular Research; the Sigrid Jusélius Foundation; and the Academy of Finland (project no. 2666621).

## Disclosures

None.

## Supporting information

**Data S1.** Supplemental methods.
**Table S1.** Expression of Selected Genes Linked to Cardiac Regeneration and the Postnatal Metabolic Switch
**Table S2.** Proteomics
**Figure S1.** Individual factor maps of the RNA sequencing data principal component (PC) analysis shows perfect separation of sample groups.
**Figure S2.** Top 10 down‐ and upregulated genes in the postnatal mouse heart.
**Figure S3.** Ion channel and control gene expression in the postnatal mouse ventricular tissue.
**Figure S4.** Proteomic changes in neonatal mouse hearts.
**Figure S5.** Individual factor maps of the proteomics data principal component (PC) analysis of sample set 1 (A) and sample set 2 (B).
**Figure S6.** The abundance profiles of all individual transcripts, proteins, and metabolites from fuzzy c‐means clustering of RNA sequencing, proteomics, and metabolomics data.
**Figure S7.** Fuzzy clustering comparison.
**Figure S8.** Postnatal changes in glycolysis and gluconeogenesis in the mouse heart.
**Figure S9.** Postnatal changes in the pyruvate pathway in the mouse heart.
**Figure S10.** Postnatal changes in fatty acid degradation in the mouse heart. Click here for additional data file.

**Appendix S1.** RNA sequencing and differential expression analysis. Click here for additional data file.

**Appendix S2.** Gene set enrichment analysis. Click here for additional data file.

**Appendix S3.** Proteomics. Click here for additional data file.

**Appendix S4.** Metabolomics. Click here for additional data file.

**Appendix S5.** Fuzzy clustering (transcripts, proteins, and metabolites in each cluster) and upstream regulator analysis (Ingenuity pathway analysis; Qiagen). Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

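RNA was measured in ventricles of C57BL/6JOlaHsd mice at P01, P04, P09 and P23, in 3 pools a time point, each of 3 hearts, from mice of both sexes. The libraries were strand specific and depleted of ribosomal RNA. The authors deposited 1 table of read counts per gene and pool, without normalization, with Ensembl gene identifiers. The aligner, the counting tool, the genome build and the annotation behind it are not given in the sources used here.

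The table holds 49671 genes, of which 49412 were matched by identifier to GENCODE release M21 (GRCm38), which gave symbols, positions and gene types. The 259 unmatched genes held 0.07% to 0.118% of the counts of a pool and were left out. Of 21811 protein-coding genes, 17256 had a count in at least 1 pool. Total counts per pool were 7423096, 2849697 and 3292298 at P01, 5645840, 3881595 and 6338967 at P04, 11070617, 5320502 and 12637867 at P09, and 4533250, 6578646 and 1996809 at P23. Pairs of pools of the same time point differed by more than the counting noise, with a chi-square over its degrees of freedom of 1.56 to 4.35 over genes with at least 20 counts, so none is a copy of another.

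Genes were tested with edgeR 4.0.16 in R 4.3.3. Low counts were removed with filterByExpr, library sizes were scaled by TMM, dispersions were estimated with estimateDisp, and 12628 genes were fitted with glmQLFit (robust) over all 12 pools, 1 coefficient a time point. The 6 comparisons between time points were tested with glmQLFTest, with the Benjamini-Hochberg adjustment over the genes tested, and a gene was called at q under 0.01 and fold change over 1.5. Log2 CPM values for distances, principal components and means used a prior count of 2. Distances were tested with an exact permutation test over the time points.

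Gene lists were written by hand, since no annotation of gene ontology terms or pathways was at hand. They cover metabolic pathways, cell division, stress responses, signaling, control genes and markers of cell types, 57 in all, of which 47 had at least 5 tested genes. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over all lists and comparisons, with a correlation estimated from the data and with fry as alternatives. The counts of genes called in a list were adjusted over all genes and over the list alone. The list of heat shock genes was written after some of their values had been seen and was not among these.

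The genes named were every gene whose transcript the paper names, the 10 largest rises and falls from P01 to P04 and from P01 to P23 and the 5 largest in the other comparisons among called genes with at least 1 CPM and no overlap between pools, and, for each list described, up to 4 members with the largest called change and up to 2 of the most abundant members not called. This gave 346 genes. Some of them are not reported here. Values of genes in the copy of Appendix S1 could be seen before this rule was written. Genes called in a group without counts are given as a bound on the fold, with 3 counts over the group as the floor, and genes with 1 to 3 counts as a ratio with a 95% counting interval.

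Alternatives changed 1 choice at a time. They were DESeq2 1.42.0 with and without its normal prior on fold changes, RLE and upper quartile factors, total counts only, leaving out mitochondrial-encoded and hemoglobin genes, no filter, at least 10 counts in every pool (9997 genes), all annotated genes (15073 tested), other thresholds and glmTreat, fits of only the time points compared, replicate numbers as blocks, and each pool left out in turn. For distances a prior count of 0.5 and the 500 most variable genes were also used. The sex composition of the pools as a covariate and total counts without the 20 most abundant genes were added after the data were seen. Replicate numbers carried no visible pairing: correlations between pools of the same number and different time points had a mean of 0.0044, against -0.0022 for other numbers, and 4 of 12 pools correlated best with a pool of their own number.

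The method was tested on simulated data, negative binomial counts drawn with the means and dispersions of the tested genes and the sizes of the 12 libraries, in which 200 genes were seeded with known changes at 1 time point. At the fold changes of 1.5, 2 and 4, 27 of 67, 54 of 67 and 64 of 66 seeded genes were called from P01 to P04, with 1 of 158 calls not seeded, and 24 of 67, 52 of 67 and 63 of 66 from P01 to P23, with 1 of 148 not seeded. A list of 20 genes seeded at 1.5-fold passed with the preset and with the estimated correlation, and none of the other lists did. The genes were drawn independently of each other, so this cannot tell which correlation suits the real lists. Only the seeded genes changed in the simulation, while 30.2% of the genes tested were called from P01 to P23 in the data. It therefore cannot tell which scaling suits the data. Summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Proteomics and metabolomics were not used here.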

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

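The tests of genes that are not protein-coding were set out in advance, and H19 and Meg3 were singled out after their values were seen. These genes stand here because the paper reports on protein-coding transcripts and the table holds others.

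The imprinted non-coding RNA H19 fell from 2097 ± 267 CPM at P01 to 37.8 ± 9.07 CPM at P23 (SD, n = 3 pools), a log2 fold change of -5.87 (standard error 0.186, edgeR q = 4.18e-09). Meg3, an imprinted non-coding RNA of another locus, fell from 75.2 ± 7.33 to 21.1 ± 1.26 CPM, a log2 fold change of -1.84 (standard error 0.109, edgeR q = 2.19e-19). Rian and Mirg, of the same locus as Meg3, had -1.34 (standard error 0.104, edgeR q = 3.06e-15) and -1.94 (standard error 0.257, edgeR q = 1.32e-08). In the fit of all annotated genes, 2465 genes that are not protein-coding were tested with edgeR. From P01 to P04, 48 were higher and 89 lower, and from P01 to P23 284 were higher and 322 lower. No explanation was tested for these changes.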

How the results depend on the processing

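The analyses that used total counts without the 20 most abundant genes and the sex composition of the pools were chosen only after the data were seen.

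The number of genes changed in at least 1 comparison, 5433, was 4987 to 5853 with DESeq2, its prior on fold changes, RLE and upper quartile factors, no filter, no mitochondrial-encoded and hemoglobin genes, fits of only the time points compared, replicate numbers as blocks, the sex composition and totals without the 20 most abundant genes. It was 6336 with all annotated genes, those that are not protein-coding included, 6146 with total counts and 5870 at q under 0.05.

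With at least 10 counts in every pool fewer genes are tested, and the counts were 365 higher from P01 to P04 and 384 (P01 to P09), 471 (P04 to P09), 1146 (P01 to P23), 1200 (P04 to P23) and 643 (P09 to P23) lower. Named gene calls then numbered 624, and the mean log2 change of cluster 1 from P01 to P04 was 0.387 in place of 0.495. With glmTreat, which tests against a fold change of 1.5 and so is stricter by construction, the numbers higher and lower were 123 and 71 from P01 to P04, 441 and 269 from P01 to P09, 284 and 423 from P04 to P09, 1177 and 965 from P01 to P23, 1109 and 1052 from P04 to P23, and 508 and 520 from P09 to P23, with 2919 in at least 1 comparison, and 295 named gene calls ended. Without a fold change limit, which admits smaller changes, they were 1359 and 1035, 1866 and 1639, and 1902 and 1971 in the first 3 of these comparisons, then 2750 lower from P01 to P23, 3041 and 2909 from P04 to P23, and 2215 and 2054 from P09 to P23, with 8432 in at least 1 comparison. With total counts, 2853 genes were lower from P01 to P23, 1257 were higher and 3138 lower from P04 to P23, and 707 were higher and 1950 lower from P09 to P23.

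Of 282 list tests, 127 passed with camera at the preset correlation, 0 with the estimated correlation (adjusted p of 0.0278 or more, 47 under 0.05, and 98 with an unadjusted p under 0.05 in camera) and 200 with fry. The cause was not tested. A list of 20 genes seeded in simulated data passed with each of the 3. The simulated genes were drawn independently of each other, so the simulation cannot tell which correlation suits the real lists.

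The ratio of distances between and within time points was 0.896 with a prior count of 0.5, under 1 where it was over 1 otherwise. A smaller prior count widens the differences between low counts, and the cause was not tested further.

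With each pool left out in turn, which leaves 2 pools in a time point, the ranges were 448 to 680 genes higher and 285 to 451 lower from P01 to P04, 987 to 1088 and 621 to 713 from P01 to P09, 810 to 897 and 862 to 929 from P04 to P09, 1899 to 2099 and 1628 to 1789 from P01 to P23, 1890 to 2049 and 1686 to 1841 from P04 to P23, and 1020 to 1142 and 962 to 1107 from P09 to P23. The union ranged from 5281 to 5576, the genes higher at P04 among the 1000 with the smallest q from 567 to 616, calls within lists from 559 to 578, list tests passed from 122 to 136, named gene calls from 957 to 990 and the ratio of distances from 1.024 to 1.129. The change of cluster 1 ranged from 0.470 to 0.514 and that of cluster 2 from P04 to P23 from -0.164 to -0.136. Over the 346 named genes and 12 pools left out, 24328 results were the same, 173 passed only without a pool, 409 passed only with it and 2 reversed. Both are of Ankrd1, whose log2 fold change was -0.32 from P01 to P09 and -0.03 from P01 to P23 and 1.16 and 1.46 without P01 replicate 2. Its values over all pools left out ranged from -0.77 to 1.16 and from -0.47 to 1.46. P01 replicate 2 had the highest Ankrd1 level of the P01 pools.

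On simulated data, from P01 to P04, a change of 1.5-fold was called for 27 of 67 genes, and its q passed for 44, since the seeded change lies at the fold threshold itself.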

Differences from the paper's values

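The paper states that 8547 genes changed in at least 1 comparison, at the thresholds of q under 0.01 and fold change over 1.5. The number here was 5433. Among the alternatives set before the data were examined, it came within 1.5 times of the paper's with no fold change limit (8432), with all annotated genes (6336, which include genes that are not protein-coding, while the paper's are protein-coding), with total counts (6146), at q under 0.05 with the fold change limit (5870) and with no filter on low counts (5853). It did not with DESeq2 (5065), DESeq2 with its prior on fold changes (4987), RLE factors (5443), upper quartile factors (5446), mitochondrial-encoded and hemoglobin genes left out (5423), at least 10 counts in every pool (3942), glmTreat (2919), only the time points compared (5389), replicate numbers as blocks (5438), or any pool left out (5281 to 5576).

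In Appendix S1 the paper gives log2 fold changes of Aox1 of 1.276 from P04 to P09 and 3.351 from P04 to P23. The values here were 1.48 (standard error 0.224) and 3.65 (standard error 0.191). With DESeq2's prior on fold changes they were 1.29 and 3.36, no further from the paper's than the SD between pools of the 2 time points combined (0.11 and 0.17). With total counts the latter was 3.39, also within it, while the former was 1.42. The first difference is within 1 standard error of the value here. All other alternatives, each pool left out among them, gave 1.42 to 1.53 and 3.53 to 3.69. Of the other values of the paper that were compared, 107 read from figures and 130 from the supplement did not differ. The limit used for values read from figures is not given here, so these numbers do not measure how close the values were. The copy of Appendix S1 used holds its first 1264 entries.

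In Figure 2A the paper's clustering of the pools sets P01 and P04 against P09 and P23. On the 1000 genes used here the first branch set P23 against the other time points.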

Other observations

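The tests of other atrial genes and of immediate early genes, the heat shock list and the totals without the 20 most abundant genes were chosen only after the result was seen.

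Genes of fetal growth fell and genes of thyroid hormone response, of the daily clock and of vessel walls changed by P23. Of 12 imprinted growth genes, 0 rose and 11 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 2.79e-25, and adjusted p = 0.0278 with an estimated correlation), among them Plagl1 (-4.67 ± 0.244, log2 fold change ± SE), Igf2 (-4.08 ± 0.0976) and Mest (-3.83 ± 0.165). Of 13 genes of thyroid hormone action, 8 rose and 2 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.00216, and adjusted p = 0.0485 with an estimated correlation), with Hr at 4.28 ± 0.21 and the receptor gene Thrb at 4.23 ± 0.21. The counts were 7 and 4 with total counts, with or without the 20 most abundant genes, and 8 and 4 without P23 replicate 1, and the camera p was 0.017 without P01 replicate 2 and 0.664 with at least 10 counts in every pool. Of 17 clock genes, 8 rose and 4 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.00848, and adjusted p = 0.0645 with an estimated correlation), with Dbp at 2.54 ± 0.118, Nr1d1 at 1.96 ± 0.15 and Nfil3 at -1.85 ± 0.189. Its camera p was 0.0136 without P01 replicate 2, 0.0134 without P01 replicate 3 and 0.0274 with no filter. Times of collection in the day are not given in the sources used here.

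Of 13 genes of the fetal cardiac program, 0 rose and 6 fell from P01 to P09 (the same counts when adjusted over the list alone; camera adjusted p = 8.31e-16, and adjusted p = 0.0484 with an estimated correlation). The mean log2 CPM of the list, minus that of P01, was -0.466, 0.748 and -0.282 in P01 replicates 1 to 3, so replicate 2 stands apart and raises the level at P01. Of 17 immediate early genes, Hspa1a and Hspa1b among them, 13 rose and 0 fell from P09 to P23 (14 and 0 when adjusted over the list alone; camera adjusted p = 4.16e-09, and adjusted p = 0.0645 with an estimated correlation), with Fos at 2.13 ± 0.326, Nr4a1 at 1.96 ± 0.173 and Zfp36 at 1.43 ± 0.166. Age and handling of the tissue cannot be told apart for this rise. Of 22 targets of HIF1, 11 rose and 2 fell from P01 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.000443, and adjusted p = 0.23 with an estimated correlation), or 9 and 4 with total counts, with Egln3 at 1.91 ± 0.156 and P4ha1 at 1.47 ± 0.107. PPAR target genes went both ways. Of 23 tested, 5 rose and 5 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.264, and adjusted p = 0.629 with an estimated correlation), or 3 and 9 with total counts, with Angptl4 at -4.04 ± 0.275 and Lpl at 1.58 ± 0.0605, and the median log2 fold change of -0.17 was 0.01 without P01 replicate 1. Of 14 YAP targets, 4 rose and 1 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.521, and adjusted p = 0.78 with an estimated correlation), with a median of 0.02 that was -0.20 with total counts, -0.31 without P01 replicate 3 and -0.15 without P23 replicate 1.

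Of 52 ribosomal protein genes, 0 rose and 3 fell from P01 to P09 (the same counts when adjusted over the list alone; camera adjusted p = 5.43e-11, and adjusted p = 0.256 with an estimated correlation), with falls in 8 without P01 replicate 1, 1 without P01 replicate 3 and 5 without P09 replicate 3. Of 42 splicing factor genes, 1 rose and 12 fell from P04 to P23 (the same counts when adjusted over the list alone; camera adjusted p = 0.000443, and adjusted p = 0.0485 with an estimated correlation), or 1 and 25 with total counts and 1 and 21 without the 20 most abundant genes in them. Rbfox1 rose (1.77 ± 0.112, log2 fold change ± SE) and Snrpd1 (-1.50 ± 0.153) and Hnrnpa1 (-1.19 ± 0.0834) fell.

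Among markers of cell types from P01 to P23, 12 were of mural cells, of which 7 rose and 1 fell (the same counts when adjusted over the list alone; camera adjusted p = 1.43e-05, and adjusted p = 0.0309 with an estimated correlation), with Vtn at 4.17 ± 0.185 and Cnn1 at -2.17 ± 0.35 (log2 fold change ± SE). Of 12 cardiomyocyte markers, 4 rose and 0 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.0341, and adjusted p = 0.17 with an estimated correlation), or 1 and 1 with total counts, where the median turned from 0.20 to -0.03. Of 7 erythroid markers, 6 rose and 0 fell (the same counts when adjusted over the list alone; camera adjusted p = 1.8e-07, and adjusted p = 0.0725 with an estimated correlation), 4 of which are hemoglobin genes whose copies share reads. Of 7 epicardial markers, 0 rose and 1 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.34, and adjusted p = 0.629 with an estimated correlation), and of 5 Schwann cell markers, 1 rose and 1 fell (the same counts when adjusted over the list alone; camera adjusted p = 0.837, and adjusted p = 0.889 with an estimated correlation), with a median of 0.10, or -0.13 with total counts. Of lists with fewer than 5 genes tested, 3 of 3 neutrophil markers fell, 1 of 1 liver and 1 of 2 adipocyte markers rose, as did 1 of 2 regulators of BCAA degradation, and none of 1 skeletal muscle and 4 sex-linked genes changed. Lists of B cells, T cells, lung and thymus had 0 genes past the filter.

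The sexes were not equal in the pools. The Y-linked gene Ddx3y had 0.149 CPM in P04 replicate 3 and 0 in P09 replicate 1, against 27.2 to 111 in the others, and Xist had 2.94 CPM in P01 replicate 3, 3.4 in P04 replicate 2 and 1.37 in P23 replicate 2. With the sex composition as a covariate 5375 genes changed in at least 1 comparison.

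Natriuretic peptide genes were high in 1 P01 pool. Nppa was 7.46-fold, Nppb 18.9-fold and Ankrd1 6.68-fold higher in P01 replicate 2 than in the other P01 pools on average. Atrial tissue in the pool would raise other atrial genes, but 6 of them had a median log2 ratio of -0.155. Bmp10 was at 0.84 and Myl7 at 0.96 times the mean of the other P01 pools, while Myl4 was at 1.715 times. Dkk3, at 0.984 times, did not pass from P01 to P04 (log2 fold change -0.08) and says little about atrial tissue. Apart from Myl4, the values argue against atrial tissue as the source. A library that differs in all genes is also argued against, since 32 of 10736 genes lay over 2-fold away from both other pools, against 14 for replicate 3 and 6 for replicate 1. Alb (56-fold), Ccn2 (3.82-fold) and Edn1 (2.24-fold) were also higher in this pool. A stress response of hearts in this pool may explain the pattern and was not tested, and the design gives no difference between P01 pools.

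Fewer genes were higher than lower at P23 with total counts. From P01 to P23, 32.5% of changed genes were higher with total counts and 53.9% with TMM. If a few abundant genes took up the counts at P23, leaving out the 20 most abundant genes could bring the percentage within 10 points of that with TMM. It was 42.3%, so these genes account for part of the difference but not for all of it. Whether the RNA content of the tissue changed cannot be read from these data.

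Some heat shock genes were higher at P04 than at P01. Of 20 genes, 12 were called, among them Hsp90aa1 at 1.04 and Hspb8 at 1.22, and 11 without P04 replicate 3, where Bag3 fell short of the fold change threshold (0.58, against 0.66 with all pools), which argues against this pool as the only source. Handling of the tissue at P04 could also raise immediate early genes. Their median log2 fold change over 15 genes, Hspa1a and Hspa1b left out, was 0.133, between what handling would give and what would exclude it, so handling and age cannot be told apart.

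How often other groupings of the pools give as many changed genes was counted. With 3 pools against 3 there are 10 splits, too few for a share under 0.05. The real split gave 1039, 1765, 1788, 3815, 3824 and 2214 genes in the order P01 to P04, P01 to P09, P04 to P09, P01 to P23, P04 to P23 and P09 to P23, and the highest of the other splits gave 0 in edgeR in each. At an unadjusted p under 0.05 in edgeR, the real splits gave 5038, 5777, 6165, 7561, 7687 and 6356 genes and the highest others 1012, 610, 324, 966, 597 and 633. For gene lists, adjusted here over the lists of each comparison alone, the real and the highest other numbers were 12 and 9, 17 and 11, 18 and 11, 31 and 15, 25 and 13, and 27 and 16. Over all 12 pools, 1 of 100 groupings, the real one, reached 5433 genes in at least 1 comparison, and the highest other gave 3500. This is the smallest share that 100 groupings allow, so chance is unlikely there but not excluded.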
